# Improving immunotherapy responses by dual inhibition of macrophage migration inhibitory factor and PD-1

**DOI:** 10.1172/jci.insight.191539

**Published:** 2025-10-22

**Authors:** Thuy T. Tran, Gabriela Athziri Sánchez-Zuno, Lais Osmani, Jasmine Caulfield, Caroline Naomi Valdez, Marta Piecychna, Lin Leng, Michelle E. Armstrong, Seamas C. Donnelly, Carlo B. Bifulco, Terri Clister, Rajan P. Kulkarni, Lin Zhang, Mario Sznol, Lucia Jilaveanu, Harriet M. Kluger, Insoo Kang, Richard Bucala

**Keywords:** Immunology, Oncology, Cancer immunotherapy, Cytokines, Macrophages

## Abstract

Macrophage migration inhibitory factor (MIF) is an upstream regulatory cytokine that is associated with advanced disease and poor outcomes in multiple cancer types, including melanoma. We investigated whether anti-MIF therapy could enhance the antitumor effects of the immune checkpoint inhibitor anti–programmed cell death 1 (anti–PD-1) in 2 murine tumor models. The therapeutic efficacy of anti-MIF, alone or combined with anti–PD-1, was tested in the YUMMER1.7 melanoma and MC38 colorectal cancer models. Tumor growth and survival were assessed in untreated *Mif*-knockout (KO) and low-expression human MIF allele (CATT_5_) mice and compared with wild-type (WT) or high-expression MIF allele (CATT_7_) mice. Tumor-bearing animals underwent cytokine profiling, tumor immunohistochemistry, flow cytometry, and scRNA-Seq. We also correlated functional variant MIF alleles with melanoma incidence and progression in patients. Our results showed that combined anti-MIF and anti–PD-1 significantly reduced tumor growth, improved survival, and promoted tumor regression, accompanied by enhanced T_H_1 cytokine levels, increased macrophage activation–related cytokines, and increased type 1 conventional dendritic cells. scRNA-Seq analysis revealed an expansion of intratumor *Cd74/C1q/Aif1*-expressing macrophages, which exhibited an antitumor phenotype, in response to anti-MIF therapy. MIF-KO and CATT_5_ mice exhibited reduced tumor burdens compared with WT or CATT_7_ mice alone and in the presence of anti–PD-1. In patients with melanoma, the high-MIF expression genotype (-173C/C) occurred at higher frequencies compared with healthy controls. These findings highlight that the addition of anti-MIF to anti–PD-1 reduces tumor growth, enhances antitumor responses, prolongs survival, and augments key intratumor immune cell populations involved in immune activation against tumors. This approach merits further consideration for clinical trial development.

## Abstract 2

Combining anti-MIF with anti-PD-1 therapy enhances immune activation, reduces tumor growth, and improves survival in melanoma, highlighting potential for clinical application.

## Introduction

Skin cancer is the most prevalent malignancy in the United States, and melanoma accounts for the highest number of fatalities. Over 9,000 individuals die annually (1). The majority of melanomas result from ultraviolet sun exposure, but they may develop in non-sun-exposed areas, such as in acral lentiginous, mucosal, and uveal melanomas (2). Melanomas are well known to arise via immune evasion by inducing a local immune-suppressed tumor microenvironment (TME) (3).

Immunotherapy has shifted the paradigm of cancer treatment, but significant limitations in response and cure remain. Current immunotherapeutic strategies include immune checkpoint inhibition, cytokines, intratumor injections, or cellular based therapies (4). Despite the promise of these approaches for improved and durable clinical responses, nearly half of patients treated with immune checkpoint inhibitors (ICIs), for instance, do not benefit due to primary or secondary resistance (5). The need to develop new therapies to overcome ICI resistance remains, with efforts focusing on identifying superior or synergistic targets that overcome treatment resistance. Melanoma models have proven valuable for investigating the biology of ICI resistance and offer preclinical validation for novel therapies. Cytokine manipulation has reemerged as a tractable approach in oncology given the important role of these mediators in regulating immunity.

Macrophage migration inhibitory factor (MIF) was first described in 1966 as a product of T lymphocytes that inhibits the random migration of macrophages (6). MIF is now widely recognized as a pleiotropic cytokine secreted by multiple cell types to modulate the inflammatory and immune response (6). Additionally, MIF has direct pro-tumorigenic properties that include augmenting cell cycle progression, angiogenesis, and promoting oncogenesis by inhibiting the p53 and Rb tumor suppressors. MIF also enhances pathways involving cathepsin Z, IL-8, VEGF, MMP-9 and MMP-13, and CD44 (7).

Many of MIF’s pro-tumorigenic effects have been linked to the activation of its cognate receptor, CD74, which triggers sustained ERK1/2 phosphorylation and NF-κB activation to influence mitochondrial dynamics and inhibit apoptosis (8). Increased MIF expression has been correlated clinically with aggressive disease or increased tumor angiogenesis in patients with melanoma (9), glioblastomas (10), non–small cell lung cancer, and head and neck cancer (11, 12).

Previous research has demonstrated that inhibition of MIF/CD74 signaling in combination with ipilimumab, which targets the T cell coinhibitory signal, cytotoxic T lymphocyte antigen 4, can enhance cytotoxic CD8^+^ T cell infiltration and promote the conversion of macrophages to an M1-like phenotype within the TME (13). In this study, we evaluated if the combination of anti-MIF and anti–programmed cell death 1 (anti–PD-1) therapies could synergistically reduce tumor progression in the immune-responsive YUMMER1.7 melanoma and the MC38 colorectal carcinoma murine models. Our findings provide insights into the potential benefits of this combined immunotherapy approach for enhancing antitumor immune responses and improving therapeutic outcomes.

## Results

### Targeting both MIF and PD-1 improves antitumor responses.

We first assessed anti-MIF and anti–PD-1 antibody treatments in C57BL/6J mice injected subcutaneously with YUMMER1.7 melanoma cells. As expected, prolonged survival was observed for YUMMER1.7 tumor–bearing animals receiving PD-1 inhibition compared with the control (ctrl/isotype) group (*P* = 0.0025). MIF inhibition produced similar results to anti–PD-1 (*P* = 0.001 for ctrl versus anti-MIF, and *P* = 0.89 for anti–PD-1 versus anti-MIF). The dual-inhibition treatment (anti–PD-1/anti-MIF) compared with anti–PD-1 monotherapy or the control (ctrl/isotype) group resulted in superior survival (*P* = 0.08 and *P* < 0.0001, respectively) (Figure 1, A and B). Given that most isotype-treated animals were sacrificed by day 31 because of tumor growth >1,000 mm^3^, treatment was stopped to assess the impact on tumor growth in the absence of drug. Notably, 30% (3/10) of animals with initial response to anti–PD-1/anti-MIF had regrowth after treatment cessation while 70% (7/10) of these mice remained in response (Figure 1C). An analysis of the area under the curve (AUC) for tumor growth at day 17 revealed a significant reduction with dual anti–PD-1/anti-MIF treatment compared with the ctrl group (*P* = 0.01) (Figure 1D). Representative H&E stains of tumors highlighted areas of necrosis and immune infiltration (Figure 1E). Similar survival outcomes were observed in the colorectal MC38 model (Figure 1F), with most mice treated with anti–PD-1/anti-MIF exhibiting superior tumor rejection (Figure 1G). The AUC analysis at day 17 demonstrated a significant reduction in tumor size with dual anti–PD-1/anti-MIF treatment as well as anti–PD-1 and anti-MIF monotherapy when compared with the ctrl group (*P* < 0.001, *P* < 0.001, and *P* = 0.0176, respectively) (Figure 1H).To evaluate the presence of tumor immune memory in the YUMMER1.7 model, we rechallenged animals that had a complete rejection of tumor with a larger tumor load and observed the animals without treatment (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.191539DS1). All animals had rapid rejection of their tumors. Animals then were challenged via intracardiac injection of tumor cells to model metastatic dissemination. A robust and prolonged antitumor immune response was evident (Supplemental Figure 1B).

The YUMMER1.7 and MC38 tumors are established models for studying sensitivity to ICIs. We next assessed the effect of dual treatment in the widely utilized but less immune-sensitive B16F10 melanoma cells, which differ from YUMMER1.7 in lacking the typical oncogenic mutations and diversity of DNA mutations associated with human melanoma (14). No difference in tumor progression or percentage survival was observed between the different treatments in this model, consistent with B16F10 representing a more immunologically “cold” tumor (*P* > 0.05) (Supplemental Figure 2A). MIF is expressed by both tumor and immune cells (15), and high MIF levels are found within and secreted from YUMMER1.7 and MC38 cells (Figure 2A). Given the potential of tumor- or host-derived MIF in affecting tumor growth and the immune response, we assessed tumor growth in MIF gene–knockout (*Mif*^–/–^ or MIF-KO) mice. YUMMER1.7 tumor growth was significantly delayed in the MIF-KO group compared with WT controls (*P* = 0.0095) (Figure 2B). Furthermore, AUC analysis at day 14 indicated a marked reduction in overall tumor burden in MIF-KO animals compared with WT (*P* = 0.0002) (Figure 2C).

Human *MIF* transcription is regulated by a 4-nucleotide promoter microsatellite (-794 CATT_5-8_), with higher CATT repetition associated with increased *MIF* mRNA expression and MIF protein production (16). To evaluate the potential impact on tumorigenesis of this natural genetic variation in human *MIF* expression, we examined YUMMER1.7 tumor growth in mice engineered to express the commonly occurring -794 CATT_5_ low-expression or -794 CATT_7_ high-expression *MIF* alleles in place of endogenous murine *Mif* (17). Notably, the low genotypic human *MIF* expresser mice showed a similar reduction in tumor burden compared to the high genotypic human *MIF* expresser mice, mirroring results in the MIF-KO animals. CATT_5_ mice had a delay in tumor establishment of about 1 week (*P* = 0.0047) and a reduction in tumor volume by AUC analysis at day 15 when compared with the high genotypic human *MIF* expresser mice (*P* < 0.001) (Figure 2, D and E). To assess for differences in tumor versus host TME MIF expression in regulating tumor growth, MIF-deficient YUMMER1.7 cells were generated from a diploid line (Supplemental Figure 3, A and B). YUMMER1.7 diploid *Mif*^–/–^ tumors grew similarly to parental tumors in MIF WT mice (Supplemental Figure 3C), thus implicating a more important role for MIF in the TME specifically in this model.

When MIF-KO mice with YUMMER1.7 tumors were treated with anti–PD-1, 100% of the animals (*n* = 5 mice injected bilaterally with tumors) had rapid and complete regression of tumors by day 20 and ongoing antitumor responses after cessation of anti–PD-1 therapy and upon tumor rechallenge, which was significantly improved compared with untreated MIF-KO mice (Figure 2, F and G). Similarly, when CATT_5_ mice with YUMMER1.7 tumors were treated with anti–PD-1, 3/5 mice had rapid tumor growth. Two of 5 mice had complete regression of their tumors; these animals had ongoing antitumor responses after the cessation of anti–PD-1 therapy and upon later tumor rechallenge, which also was significantly improved compared with untreated CATT_7_ tumors (Figure 2, H and I).

### Anti–PD-1 and anti-MIF combination therapy augments T_H_1 responses and macrophage activation.

To understand the mechanisms underlying anti–PD-1/anti-MIF–induced tumor regression, we first measured representative circulating cytokines and chemokines in plasma collected from YUMMER1.7 tumor–bearing mice prior to and after 2 doses of treatment. When compared with monotherapy, dual therapy was associated with increased T_H_1 type cytokines (e.g., GM-CSF, IL-12p40, IL-12p70, and IFN-γ) and the T cell–stimulatory cytokines MIG (CXCL9) and IL-1α. Several cytokines and chemokines indicative of macrophage activation (e.g., macrophage inflammatory protein 1β [MIP-1β], MIP-2, M-CSF, and MIP-1α) also were increased by dual therapy when compared with anti–PD-1, anti-MIF, or isotype treatment (Figure 3A).

### Anti–PD-1 and anti-MIF combination therapy increases tumor infiltration of type 1 conventional dendritic cells while decreasing tumor-associated macrophages and angiogenesis.

We next evaluated YUMMER1.7 tumor-infiltrating immune cell types by flow cytometry after the different antibody treatments. We did not observe any differences in general immune populations, including in T cells and myeloid-derived suppressor cells (MDSCs), between treatment groups (Supplemental Figure 4, A–F). There were an increase in the percentage of type 1 conventional dendritic cells (cDC1s: CD45^+^Ly6C^–^CD3^–^CD19^–^TCR^–^CD11c^+^MHCII^+^CD172^lo^XCR^hi^) (*P* = 0.047) and a corresponding decrease in tumor-associated macrophages (TAMs) (F4/80^hi^MHCII^hi^CD64^hi^) within YUMMER1.7 tumors after combination anti–PD-1/anti-MIF therapy when compared with the ctrl group (*P* = 0.039) (Figure 3, B and C). There were no statistical differences in these cell types among the monotherapy treatment groups.

We additionally evaluated the effects of combined PD-1/MIF inhibition by immunohistochemistry of YUMMER1.7 tumors collected after survival analyses in the different treatment groups (Figure 3D). Tumors from anti–PD-1/anti-MIF–treated mice showed a trend toward more CD3^+^ and CD8^+^ T cells, fewer CD163^+^ (M2) macrophages, and higher CD8/CD3 ratios that did not reach statistical significance. Mice treated with mono- or dual therapy, however, did exhibit a significantly lower quantity of CD31^+^ blood vessels compared with the ctrl group (anti–PD-1 *P* < 0.0001, anti-MIF *P* < 0.001, anti–PD-1/anti-MIF *P* < 0.0001), which is in agreement with MIF’s previously reported action in promoting tumor angiogenesis (18).

### scRNA-Seq analysis reveals an expansion of intratumor Cd74/C1q/allograft inflammatory factor 1–expressing macrophages in response to anti-MIF therapy.

To better investigate the effect of anti-MIF on the TME, we subcutaneously injected YUMMER1.7 melanoma cells into mice and treated them for either 1 week (2 doses, short treatment) or 2 weeks (4 doses, long treatment) before isolating tumors for single-cell RNA-Seq (scRNA-Seq) analysis (Figure 4A). 

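Cells of each treatment arm were labelled with a hashtag antibody and the arms of a cohort were pooled, so that each cohort gave 1 gene expression library and 1 hashtag library of the same cells. The authors deposited the number of UMIs that Cell Ranger counted on each gene and each hashtag in every barcode called as a cell, without normalization. The long treatment cohort (2 weeks, 4 doses, tumors isolated at day 21) held 2516 barcodes with 23702910 gene UMIs, and the short treatment cohort (1 week, 2 doses, day 14) held 4987 barcodes with 31799441 gene UMIs. Barcodes were assigned to arms by their hashtag counts with HTODemux, and barcodes called as doublets or as negative were removed. With the paper's limits on genes and mitochondrial UMIs per cell, the long cohort kept 204 cells from the isotype arm, 319 from anti–PD-1, 879 from anti-MIF and 269 from anti–PD-1/anti-MIF, and the short cohort kept 745, 1370, 556 and 448 cells in the same order. The median number of UMIs per cell in these arms was 7372, 5985, 9803 and 8675 in the long cohort and 6300, 5661, 6200 and 5575 in the short cohort. Each arm of a cohort is 1 hashtagged sample, and the hashtags do not tell the mice within an arm apart. A 95% interval of a single arm therefore covers counting error only. Tests were made over matched pairs of arms, over the 8 arm samples together or between classes of cells within the arms.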

Unsupervised clustering identified 11 distinct cell populations across both treatment cohorts, with myeloid cells constituting the majority of immune cells within the TME (Figure 4, B–D). 

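In the long cohort, clustering on 30 principal components at resolution 0.4 gave 12 clusters, which were named by the marker list on which their mean expression scored highest. The largest held 332 of 1671 cells (19.9%, exact 95% interval 18.0% to 21.9%) and was named Cd74/C1q/Aif1-like, with Tgfbi, Lyz2, Cd74 and H2-Aa leading its differences from the other cells. Inflammatory monocyte-like cells (Lyz2, Plac8, Ly6c2) made up 17.2% of cells, CD8 T-like cells (Nkg7, Cd3g, Cd8a) 15.7%, Trem2/Apoe/C1q-like macrophages (C1qb, C1qa, Apoe) 9.28%, Ccr7 dendritic-like cells (Fscn1, Ccr7) 7.18% and proliferating cells (Stmn1, Birc5) 5.57%. Plasmacytoid dendritic-like, NK-like, regulatory T-like and S100a8/S100a9-led cells made up 2.51%, 2.45%, 2.09% and 1.62%. A further 275 cells (16.5%) lay in 2 clusters without a name. One of these was led by H2-Eb1, H2-Ab1 and Cd74 without C1q genes above the other clusters, and the other had a median of only 2882 UMIs per cell. Myeloid clusters together held 1126 cells (67.4%, interval 65.1% to 69.6%). They comprised the Cd74/C1q/Aif1-like, inflammatory monocyte-like, Trem2/Apoe/C1q-like, Ccr7 dendritic-like, proliferating and H2-Eb1-led unnamed clusters. The S100a8/S100a9-led, plasmacytoid dendritic-like and low-UMI unnamed clusters were not counted. The low-UMI cluster held 137 cells and 13.5% of the anti–PD-1 arm. The share of the myeloid clusters was 55.4% in the isotype arm, 54.5% with anti–PD-1, 74.9% with anti-MIF and 67.3% with anti–PD-1/anti-MIF. Without the upper limit on genes per cell, the pooled myeloid share was 75.4%, the largest move among the alternatives.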

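The short cohort gave 12 clusters under the same settings. Its myeloid clusters held 2321 of 3119 cells (74.4%, exact 95% interval 72.8% to 75.9%), with 79.2% in the isotype arm, 70.5% with anti–PD-1, 78.2% with anti-MIF and 73.7% with anti–PD-1/anti-MIF. Vegfa/Nlrp3-like macrophages were counted among them. In the isotype arm, the interval of the myeloid share ran from 48.3% to 62.3% in the long cohort and from 76.1% to 82.1% in the short cohort. The corresponding intervals with anti-MIF were 71.9% to 77.7% and 74.6% to 81.6%. Of the pooled cells, inflammatory monocyte-like cells took 19.6% in the short cohort, Vegfa/Nlrp3-like macrophages (Lgals3, Thbs1, Cd14) 20.3% and Trem2/Apoe/C1q-like macrophages 4.94%. No cluster of all cells in the long cohort was named Vegfa/Nlrp3-like. Ccr7 dendritic-like cells were 1.47% of the cells of the short cohort.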

Our analysis focused on myeloid-derived populations, which overall showed consistent frequencies between short and long treatment groups (Supplemental Figure 5, A and B). Given this similarity, we will primarily refer to the long treatment cohort in subsequent discussions.

There was an expansion of *Cd74/C1q/Aif1*-expressing macrophages in the anti-MIF treatment groups (anti-MIF alone and anti–PD-1/anti-MIF) when compared with the anti–PD-1 monotherapy or isotype groups (Figure 4D). This finding was validated on flow cytometry analysis (Figure 5A and Supplemental Figure 6). 

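In the long cohort, Cd74/C1q/Aif1-like macrophages were 14 of 204 cells in the isotype arm (6.86%, exact Clopper-Pearson 95% interval 3.80% to 11.2%) and 29 of 319 cells with anti–PD-1 (9.09%, 6.17% to 12.8%). They were 235 of 879 cells with anti-MIF (26.7%, 23.8% to 29.8%) and 54 of 269 cells with anti–PD-1/anti-MIF (20.1%, 15.5% to 25.4%). The share was 19.9 percentage points higher with anti-MIF than with isotype and 11.0 points higher with anti–PD-1/anti-MIF than with anti–PD-1. Over these pairs and the same pairs of the short cohort, the mean difference was 11.6 points, with a higher share in 4 of 4 pairs (exact two-sided sign-flip permutation test, p = 0.13, the smallest p that 4 pairs allow). Where every cell was thinned to 2000 UMIs before clustering, the mean difference was -0.43 points, with a higher share in 2 of 4 pairs. In those thinned cells, the Cd74/C1q/Aif1-like and the Trem2/Apoe/C1q-like macrophages taken together were 33.2 points higher with anti-MIF than with isotype in the long cohort and 8.13 points higher with anti–PD-1/anti-MIF than with anti–PD-1, and the same differences in the short cohort were -5.30 and -3.73 points. With markers in place of the class, the share of monocyte- and macrophage-like cells of the long cohort with a UMI of Cd74, of a C1q gene and of Aif1 was 15.0% in the isotype arm, 20.2% with anti–PD-1, 41.3% with anti-MIF and 28.6% with anti–PD-1/anti-MIF, after thinning. The monocyte- and macrophage-like cells themselves came from the named clusters, so this share is not free of clustering. Without thinning it was 28.4%, 45.0%, 65.2% and 39.3%. Thinning left out 1, 5, 5 and 3 shallower cells in this order. Of the thinned CD8 T-like cells of these arms, which served as the background for free RNA, 0% carried all 3 markers. From the larger shares in both arms that received anti-MIF, and from flow cytometry that is not part of these data, the paper concludes that anti-MIF expanded this macrophage population.

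**Figure D1:**
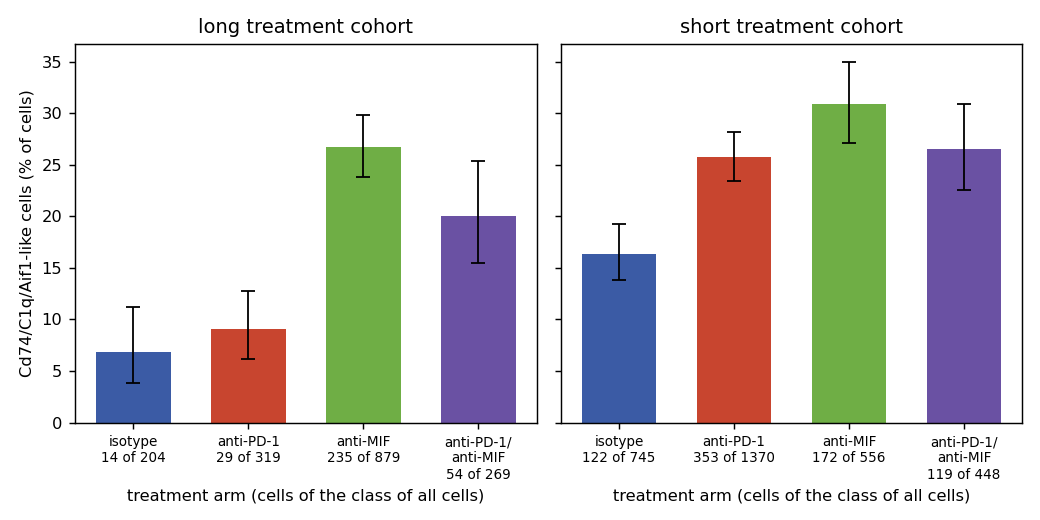
Share of Cd74/C1q/Aif1-like macrophages among all cells (percent, vertical axis) in each treatment arm of the long and the short cohort. Bars give the share of each hashtagged sample and error bars its exact 95% interval for counting error. In the long cohort the arms with anti-MIF stand at 26.7% and 20.1%, and the arms without it at 6.86% and 9.09%.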

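The 1126 myeloid cells of the long cohort were clustered again at resolution 0.6. Of the 9 resulting clusters, 242 cells were named Cd74/C1q/Aif1-like (led by Il1b, Tgfbi, C1qb and H2-Ab1), and the others included inflammatory monocyte-like, Trem2/Apoe/C1q-like, Ccr7 dendritic-like and Wdfy4- and Irf8-led cDC1-like cells. Cd74/C1q/Aif1-like cells were 8 of 113 myeloid cells in the isotype arm (7.08%, exact 95% interval 3.11% to 13.5%) and 7 of 174 with anti–PD-1 (4.02%, 1.63% to 8.11%). They were 194 of 658 with anti-MIF (29.5%, 26.0% to 33.1%) and 33 of 181 with anti–PD-1/anti-MIF (18.2%, 12.9% to 24.6%). An MHC class II-high cluster of 137 cells without C1q genes above the other clusters was left without a name.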

Further subclustering analysis of the myeloid population revealed a diverse population of macrophages and dendritic cells (DCs) (Figure 5, B, C, and E) with consistent expansion of the *Cd74/C1q/Aif1*-expressing macrophages after anti-MIF–containing therapies (Figure 5C). 

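The expression of antigen processing and presentation genes was measured over a list of 47 genes written from general knowledge, since the KEGG gene set was not available. For each arm, UMIs were summed over the cells of a class, scaled to the total UMIs of the class as CPM, and log2(CPM + 1) was averaged over the list. The mean difference between Cd74/C1q/Aif1-like macrophages and the other myeloid cells was 0.12 ± 0.26 (SD, n = 8 arms; exact two-sided sign-flip permutation test, p = 0.203). It was positive in 4 of 8 arms. It was, for the long cohort, -0.10 in the isotype arm, -0.05 with anti–PD-1, -0.05 with anti-MIF and -0.20 with anti–PD-1/anti-MIF, and in the short cohort 0.37, 0.46, 0.20 and 0.37. The arms of a cohort share 1 library and 1 clustering. The sign-flip tests over 8 arms treat them as independent and take no account of the gap between the cohorts. With log2(CPM + 10) the mean was 0.17, positive in 6 of 8 arms (exact sign-flip permutation test, p = 0.0859). With the list as a sum of CPM, which the most abundant genes dominate, the mean log2 difference was 0.58, positive in 8 of 8 arms (exact sign-flip permutation test, p = 0.0078, the smallest p that 8 arms allow). Cd74, H2-Aa, H2-Ab1, H2-Eb1, H2-DMa and H2-DMb1 also served to name the class. Without these and without H2-Oa, H2-Ob and H2-DMb2, 9 genes together, the mean difference of the averaged list was 0.11 (exact sign-flip permutation test, p = 0.0938). That of the summed list was 0.245, positive in 8 of 8 arms (exact sign-flip permutation test, p = 0.0078), the latter chosen after seeing the data. H2-Oa, H2-Ob and H2-DMb2 did not name the class and were lower in it in the long cohort. The list without the naming genes alone was not scored. In Ccr7 dendritic-like cells, the averaged list differed from that in the other myeloid cells by -0.31 ± 0.39 (SD, n = 8 arms; exact sign-flip permutation test, p = 0.0391) and was higher in 1 of 8 arms. Without the MHC class II genes and Cd74 this difference was -0.23 (exact sign-flip permutation test, p = 0.172), and without the short anti-MIF arm, which held 6 such cells, -0.20 (exact sign-flip permutation test, p = 0.0781). With log2(CPM + 10), which gives less weight to genes with few UMIs, it was -0.14, higher in 3 of 8 arms (exact sign-flip permutation test, p = 0.156). These cells held 44852 UMIs in the short and 694740 in the long anti-MIF arm, fewer than the other myeloid cells in every arm. The average is therefore not taken at equal depth. As summed CPM the list was 0.21 higher in these cells, in 7 of 8 arms (exact sign-flip permutation test, p = 0.117), and 0.50 higher without these 9 genes, in 8 of 8 arms (exact sign-flip permutation test, p = 0.0078), so the direction depends on the score. The alternatives for this comparison were chosen after seeing the data. From the gene set expression in these populations, the paper proposes that they are professional antigen-presenting cells.

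**Figure D2:**
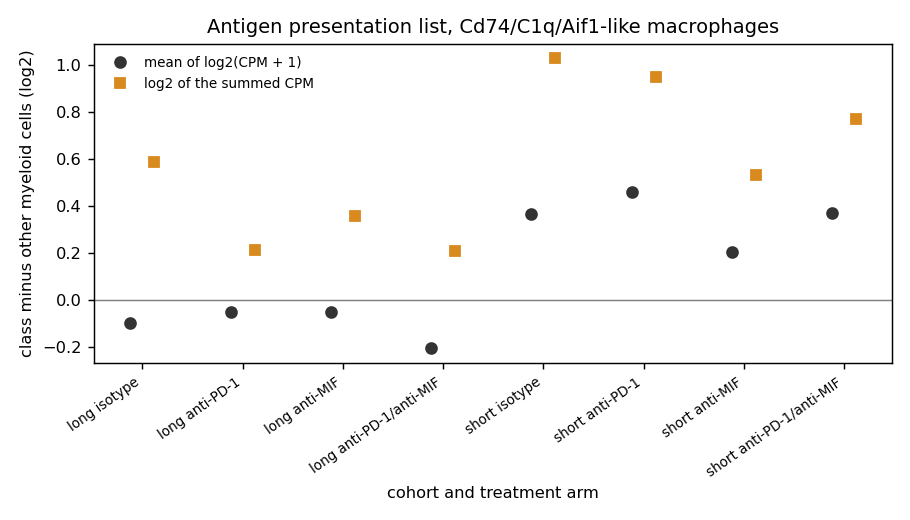
Difference in the antigen presentation list between Cd74/C1q/Aif1-like macrophages and the other myeloid cells (log2, vertical axis) in each arm of the long and the short cohort. Circles average log2(CPM + 1) over the 47 genes and squares take the log2 of their summed CPM. All 8 squares lie above 0, while the circles lie below 0 in the 4 arms of the long cohort and above it in the 4 arms of the short cohort.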

*Cd74/C1q/Aif1* macrophages and *Ccr7* DCs (upregulated *Cd1d1/Ccr7/Cd63*) showed increased expression of genes within the Kyoto Encyclopedia of Genes and Genomes (KEGG) antigen processing and presentation gene set, which suggests these populations are professional antigen-presenting cells (Figure 5D). Additional flow cytometry analyses showed a nonsignificant trend toward increased cDC populations with anti-MIF but significant increases in cDCs expressing Cd74 and Ccr7 separately, compared with anti–PD-1 treatment, highlighting DC heterogeneity (*P* < 0.05). There was a nonsignificant trend in decreased MDSCs, which could be limited by the small sample size of available, matched tumors after processing for scRNA-Seq (Supplemental Figure 7).

### Cd74/C1q/Aif1-expressing macrophages exhibit enhanced antigen presentation and proliferation gene expression profiles in response to anti-MIF therapy.

*Cd74/C1q/Aif1*-expressing macrophages are characterized by the expression of *Aif1*, which is vital for macrophage activation and phagocytosis (19). To further characterize this macrophage subpopulation, we analyzed our expression data for DEGs using the Wilcoxon rank-sum test (FDR < 0.05, |fold change| > 1.25). 

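For the comparison of Cd74/C1q/Aif1-like macrophages with the other myeloid cells of the long cohort, UMIs were summed per arm and class, and the classes were compared within the 4 arms by edgeR's quasi-likelihood test with arm as a block. Of 8710 genes tested, 334 were higher and 731 lower in the class at a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 fold change above 0.5. Without the 120 Ccr7 dendritic-like cells among the other myeloid cells, 633 genes passed in place of 1065, and with no arm block 679 passed. With the unnamed MHC class II-high and the proliferating cells left out as well, an alternative chosen after seeing the data, 326 passed, the largest move. Clusters are drawn from the same expression values, so these counts do not test whether the class exists. H2-DMa (ENSMUSG00000037649, chromosome 17 of GRCm38, 34119541 to 34139101) had a log2 fold change of 0.63 (standard error 0.13, adjusted p = 0.00219), and H2-DMb1 one of 0.99 (standard error 0.13, adjusted p = 2.99e-05). Without the dendritic-like cells H2-DMa was at 0.465, under the limit on the fold change. These H2-DM genes also helped to name the class. Ctss (ENSMUSG00000038642, chromosome 3, 95526786 to 95556403), which encodes cathepsin S, was higher in 4 of 4 arms with a log2 fold change of 0.94 (standard error 0.11, adjusted p = 1.13e-05). Ctsl had a log2 fold change of 0.46 (adjusted p = 0.105), Ctsb one of -0.03 (adjusted p = 0.938) and Ifi30 one of 0.32 (adjusted p = 0.115). The 10 genes with the largest absolute fold changes in the same direction in all 4 arms, Adcy6, Ccr7, Fscn1, Plet1, Sema7a, Serpinb6b, Slc27a3, Tmem150c, Tnfrsf4 and Zbtb46, were all lower in the class. Of these, Ccr7, Fscn1 and Serpinb6b served to name the Ccr7 dendritic-like cells among the other myeloid cells. Their lower level in the class was thus set in part by the naming. Ccr7 had 6 UMIs in the class, all in the anti-MIF arm, against 3288 in the other myeloid cells of that arm. From its comparison, the paper concludes that genes for MHC class II antigen presentation, phagocytosis and cell migration were upregulated.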

When compared with other myeloid-derived populations (Figure 6A), there was a significant upregulation of genes for MHC class II antigen presentation, phagocytosis, and cell migration (e.g., *H2-dm, Ctsb/l/s*, and *Ifi30*). We also identified significant upregulation of genes associated with *Tnf* synthesis and function (Figure 6, B and C).

Notably, the *Cd74/C1q/Aif1* macrophages demonstrated higher expression of *Mif*-associated genes as well as antiapoptosis genes across anti-MIF and anti–PD-1/anti-MIF treatment groups when compared with the anti–PD-1 monotherapy or ctrl groups (Figure 7A). This macrophage population also showed a significant increase in the expression of proliferation genes, including *Bcl2a1b* and *Npm1*, in the anti-MIF and anti–PD-1/anti-MIF treatment groups when compared with the anti–PD-1 monotherapy and ctrl groups. 

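In Cd74/C1q/Aif1-like macrophages, UMIs were summed over the cells of each of the 8 arms, and the effect of anti-MIF was fitted by edgeR with cohort and anti–PD-1 as further terms. Of 8209 genes tested, 0 passed an adjusted p of 0.05 in the quasi-likelihood test, and 199 had an unadjusted p under 0.05. DESeq2 on the same sums gave 0 and 91 genes. Without a filter on low counts, 12 genes passed in edgeR, 3 higher and 9 lower, the largest move among the alternatives. On simulated changes in 200 genes, the same model recovered 90.3% of those of 2 log2 units and 55.7% of those of 1 unit. Npm1 (ENSMUSG00000057113, chromosome 11 of GRCm38, 33152287 to 33163206) had a log2 fold change of 0.42 (standard error 0.27, adjusted p = 1) and was higher in 3 of 4 pairs. Its CPM in the long cohort was 308 in the isotype arm, 191 with anti–PD-1, 453 with anti-MIF and 608 with anti–PD-1/anti-MIF, and in the short cohort 563, 342, 419 and 386. Bcl2a1b (ENSMUSG00000089929, chromosome 9, 89199209 to 89207827) has close paralogs in the mouse, between which reads may not be told apart. It had a log2 fold change of -0.04 (standard error 0.17, adjusted p = 1) and was higher in 2 of 4 pairs. Its log2 differences in the long cohort were 0.41 for anti-MIF against isotype and 0.05 for anti–PD-1/anti-MIF against anti–PD-1, and in the short cohort -0.35 and -0.18. Of the 39 tested genes that the paper names, Spp1 alone passed when adjusted over the list alone, with a log2 fold change of 1.09 (standard error 0.26, adjusted p over all genes = 1) and a higher level in 4 of 4 pairs. The list was chosen by the study on these samples, so the adjustment over it is not independent evidence.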

There also was a trend toward higher expression of the complement genes *C1qa* and *C1qb* in the anti-MIF and anti–PD-1/anti-MIF treatment groups when compared with the anti–PD-1 monotherapy and ctrl groups (Figure 7B). 

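C1qa (ENSMUSG00000036887) and C1qb (ENSMUSG00000036905) lie on chromosome 4 of GRCm38 with C1qc between them, from 136895917 to 136898803 and from 136880129 to 136886187. In the edgeR model of anti-MIF over the 8 arms, C1qa had a log2 fold change of 0.16 (standard error 0.28, adjusted p = 1) and was higher in 3 of 4 pairs. Within the long cohort its log2 difference was 0.01 for anti-MIF against isotype and 1.27 for anti–PD-1/anti-MIF against anti–PD-1, and within the short cohort -0.93 and 0.41. C1qb had a log2 fold change of -0.01 (standard error 0.22, adjusted p = 1) and was higher in 2 of 4 pairs, with -0.02 and 0.74 in the long cohort and -0.83 and 0.14 in the short cohort. Both genes also served to name the class, so every cell compared here was chosen partly for its C1q expression.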

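Gene by gene, all 47 genes of the antigen presentation list were tested between Cd74/C1q/Aif1-like macrophages and the other myeloid cells of the long cohort. Of these, 28 had a higher and 19 a lower fitted level in the class, with a median log2 fold change of 0.10. In edgeR, 6 were higher and 4 lower past the threshold, and the same numbers passed when adjusted over the list alone. The higher ones included Lgmn (log2 fold change 0.81) and H2-Ab1 (0.57), and the lower ones H2-Oa (-2.81), H2-Ob (-1.90) and H2-DMb2 (-1.22).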

As expected from the initial DEG analysis (Figure 6, A and B), the *Cd74/C1q/Aif1* macrophages and DCs showed higher expression of antigen-processing and -presenting genes (Figure 7C). The *Ccr7* DCs from anti-MIF–treated mouse tumors also exhibited higher expression of antigen-processing and -presenting genes (Figure 7D).

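The average of log2(CPM + 1) over the antigen presentation list in Ccr7 dendritic-like cells of the long cohort was 7.57 in the isotype arm (13 cells), 7.96 with anti–PD-1 (20 cells), 7.57 with anti-MIF (75 cells) and 8.29 with anti–PD-1/anti-MIF (12 cells). The differences were 0.00 for anti-MIF against isotype and 0.34 for anti–PD-1/anti-MIF against anti–PD-1. The short cohort had 6 to 23 such cells per arm, and there the differences were -1.04 and -0.07. The mean over the 4 pairs was -0.19 ± 0.59 (SD, n = 4 pairs; exact two-sided sign-flip permutation test, p = 0.75). Without the pair of anti-MIF against isotype of the short cohort, where the anti-MIF arm held 6 cells, the mean was 0.09.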

We next investigated the transcription factor activities within the *Cd74/C1q/Aif1* macrophage population to gain deeper insights into their functional dynamics. 

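Transcription factor activity was not inferred again, since the regulon collection behind it was not available, and the RNA of the factors was measured in its place. In Cd74/C1q/Aif1-like macrophages against the other myeloid cells of the long cohort, edgeR gave a log2 fold change of 0.07 for Rfxap (standard error 0.20, adjusted p = 0.908), -0.38 for Rfxank (standard error 0.40, adjusted p = 0.657), -0.14 for Rfx5 (standard error 0.40, adjusted p = 0.909) and 0.00 for Ciita (standard error 0.17, adjusted p = 1.0). Ciita was higher in the class by 1.09 in the short cohort. Rfxank and Rfx5 had no more than 28 UMIs in the class in any arm. With anti-MIF in the class, over the 8 arms, the log2 fold change was -0.30 for Rfxap, 0.22 for Rfxank and -0.41 for Ciita (adjusted p = 1 for each). Rfx5 had too few counts to be tested there. Of the antigen presentation list, 45 genes were tested for anti-MIF in the class. The fitted level was higher for 7 and lower for 38, with a median log2 fold change of -0.16, and 0 passed the threshold, over all genes or adjusted over the list alone. The cohorts moved apart: 15 genes were higher and 16 lower in both pairs of the long cohort, and 7 higher and 20 lower in both pairs of the short cohort. Cd74 and MHC class II genes were higher in both long pairs and lower in both short pairs, with 0.51, 0.22, -0.95 and -0.27 for Cd74, 0.45, 0.55, -1.12 and -0.29 for H2-Aa, 0.40, 0.36, -1.18 and -0.29 for H2-Ab1, and 0.58, 0.31, -1.34 and -0.28 for H2-Eb1.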

Analysis of inferred transcription factor activity across various myeloid cell clusters revealed significant upregulation of *Rfxap*, *Rfxank*, *Rfx5*, and *Ciita* — key regulators of MHC class II expression and antigen presentation (20, 21) — reinforcing the enhanced antigen-presenting capabilities of this macrophage subset within the TME of the anti-MIF–treated mice (Figure 8A).

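The RNA of Npm1 and Atf5 (ENSMUSG00000038539, chromosome 7 of GRCm38, 44812256 to 44816658) was compared between Cd74/C1q/Aif1-like macrophages and the other myeloid cells of the long cohort, without inference of activity. Npm1 had a log2 fold change of -0.09 (standard error 0.19, adjusted p = 0.861 in edgeR) and was higher in 1 of 4 arms. Atf5 had a log2 fold change of 0.24 (standard error 0.45, adjusted p = 0.839) and was higher in 2 of 4 arms, on 0 UMIs in the class in the isotype arm, 6 with anti–PD-1, 25 with anti-MIF and 5 with anti–PD-1/anti-MIF.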

Further analysis of the top 20 active transcription factors within *Cd74/C1q/Aif1*-expressing macrophages showed a marked increase in *Npm1* and *Atf5* activity, which are crucial for promoting monocyte-to-macrophage differentiation via the NF-κB activation pathway (22, 23) (Figure 8B). Feature plots provided additional visualization of the activity levels of these transcription factors, highlighting their pivotal roles in shaping the functional profile of this macrophage population (Figure 8C).

### Anti–PD-1/anti-MIF combination therapy induced significant changes in immune cell interactions and signaling dynamics within the TME when compared with anti–PD-1 monotherapy.

The combination of anti–PD-1 and anti-MIF therapy markedly altered immune cell interactions and signaling dynamics within the TME compared with anti–PD-1 monotherapy. Notably, there were an increase in interactions and strengthened connections among key immune cell populations in the anti-MIF–treated mice. *Cd74/C1q/Aif1* macrophages exhibited increased interactions with DCs and YUMMER1.7 cells and slightly strengthened interactions with CD8^+^ T cells and DCs. CD8^+^ T cells showed increased interactions with B cells, *Trem2/Apoe/C1q* macrophages, as well as DCs. They also showed increased strength of interactions with *Vegfa/Nlrp3* macrophages, B cells, patrolling Mo, YUMMER1.7 cells, NK cells, and DCs. Similarly, *Vegfa/Nlrp3* macrophages displayed increased interactions with CD8^+^ T cells, B cells, DCs, patrolling Mo, YUMMER1.7 cells, and NK cells. In contrast, tumor cells showed a marked reduction in both the number and strength of interactions after anti–PD-1/anti-MIF combination therapy, while selectively strengthening connections with CD8^+^ T cells (Figure 9A and Supplemental Figure 8A).

Cellular crosstalk analysis revealed significant changes in signaling patterns after anti–PD-1/anti-MIF therapy. 

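Ligand levels were measured as UMIs summed over the cells of a class in the anti–PD-1/anti-MIF and the anti–PD-1 arm of the long cohort. Signaling strength was not computed, since CellChat was not available. No cluster was named for melanoma cells. The melanoma marker list of Sox10, Mitf, Pmel, Mlana, Dct, Tyrp1, S100b, Sparc, Cav1, Cdh2, Col1a2 and Timp3 had 2 UMIs among all cells of the long cohort, so ligand levels of tumor cells could not be measured in these files.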

Tumor cells exhibited reduced *Ccl* outgoing signaling strength and *Cxcl*, *Thbs*, *Visfatin*, and *Laminin* overall and outgoing signaling strength. Conversely, CD8^+^ T cells and *Vegfa/Nlrp3* macrophages demonstrated enhanced outgoing *Ccl* signaling. 

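Among the 23 ligand and receptor levels taken from the text, 19 moved in the direction the paper gives for their signaling, with anti–PD-1/anti-MIF against anti–PD-1 in the long cohort. These include 5 levels in the S100a8/S100a9-led cells, a class that stood in for the tumor cells when the levels were listed and that could not be measured in the short cohort. Of the other 18 levels, 16 moved in the direction of the paper in the long cohort and 5 in the short cohort, the largest move among the alternatives. The levels were taken from the paper's results on these same long arms, so the tally of the long cohort is not independent evidence. Some levels also overlap, since Ccl5, Ccl6 and Ccl9 are among the 14 Ccl ligands. In CD8 T-like cells (43 and 69 cells), 14 Ccl ligands together had 8888 CPM with anti–PD-1/anti-MIF and 5892 with anti–PD-1, a log2 ratio of 0.59 (exact 95% counting interval 0.50 to 0.68). The same ratio was -0.97 in the short cohort. No myeloid cluster of the long cohort was named Vegfa/Nlrp3-like, so the one scoring highest on that marker list was used. It held 286 cells, was named inflammatory monocyte-like on a score of 1.44 and scored 1.31 on the Vegfa/Nlrp3 list. Its Ccl ligands had 3634 and 3313 CPM, a log2 ratio of 0.13 (interval 0.05 to 0.22) on 65 and 70 cells, and of 0.05 (interval -0.03 to 0.14) with TMM over the classes. In the Vegfa/Nlrp3-like macrophages of the short cohort the ratio was -1.61. With 1 sample per arm, the intervals cover counting error and not the variation between mice.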

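The 9 Cxcl ligands together had 1484 CPM in Cd74/C1q/Aif1-like macrophages of the long cohort with anti–PD-1/anti-MIF and 1750 CPM with anti–PD-1, a log2 ratio of -0.24 (exact 95% counting interval -0.39 to -0.08). With TMM over the classes it was -0.12 (interval -0.28 to 0.03), so its distance from 0 depends on the scaling. The ratio was -0.49 (interval -0.56 to -0.42) in the short cohort. In Ccr7 dendritic-like cells they had 1054 and 1431 CPM on 12 and 20 cells, a log2 ratio of -0.44 (interval -0.74 to -0.15), and in the short cohort the ratio was 0.09. The long cohort had no cluster named B-like.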

*Cxcl* outgoing signals were strengthened in *Cd74/C1q/Aif1* macrophages, B cells, and DCs. CD8^+^ T cells displayed increased *Cd96* signaling while B cells showed enhanced *Notch* signaling (Figure 9, B and C). 

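In CD8 T-like cells of the long cohort, Cd96 had 36 UMIs with anti–PD-1/anti-MIF (146 CPM) and 44 with anti–PD-1 (138 CPM), a log2 ratio of 0.09 (exact 95% counting interval -0.59 to 0.75). A difference between the arms was not detectable at this depth. Notch ligands and receptors of B cells were not measured, since the long cohort had no B-like cluster and the B-like cells of the short cohort were not among the levels listed.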

Further analysis verified significant alterations in signaling pathways within the TME because of anti–PD-1/anti-MIF therapy. 

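In CD8 T-like cells of the long cohort, H2-K1 (ENSMUSG00000061232, chromosome 17 of GRCm38, 33996017 to 34000347) had 3655 CPM with anti–PD-1/anti-MIF and 2752 CPM with anti–PD-1, a log2 ratio of 0.41 (exact 95% counting interval 0.27 to 0.54). The log2 ratio was 0.38 for H2-D1 (interval 0.24 to 0.52), 0.35 for H2-Q6 (interval -0.02 to 0.73), 0.40 for H2-T22 (interval 0.01 to 0.79) and 1.18 for H2-M3 (interval 0.09 to 2.34, on 21 and 12 UMIs). The ratios of the short cohort were -0.14 for H2-K1, -0.19 for H2-D1, -0.04 for H2-Q6, -0.10 for H2-T22 and 0.31 for H2-M3. MHC class I genes are close paralogs, and how reads shared between them were counted is not in the files. From the outgoing MHC class I signals of its ligand-receptor analysis, the paper reasons that immune activation and antigen processing improved.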

Enhanced outgoing MHC class I (*H2-K1*, *H2-D1*, *H2-Q6*, *H2-M3*, and *H2-T22*) signaling in CD8^+^ T cells indicated improved immune activation and antigen processing (Figure 10A). 

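Cd80 (ENSMUSG00000075122, chromosome 16 of GRCm38, 38455561 to 38496335) had 52 UMIs (73.4 CPM) with anti–PD-1/anti-MIF and 21 UMIs (36.5 CPM) with anti–PD-1 in the myeloid cluster with the highest Vegfa/Nlrp3 score of the long cohort. The log2 ratio was 1.01 (exact 95% counting interval 0.25 to 1.82). In the Vegfa/Nlrp3-like macrophages of the short cohort it was 0.26 (interval -0.21 to 0.73).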

Notably, *Cd80* signaling from *Vegfa/Nlrp3* macrophages was heightened toward DCs, *Cd74/C1q/Aif1* macrophages, B cells, and CD8^+^ T cells (Figure 10, A and B, and Supplemental Figure 8B). 

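Ccl5 (ENSMUSG00000035042, chromosome 11 of GRCm38, 83525778 to 83530518) had 4860 CPM in CD8 T-like cells with anti–PD-1/anti-MIF and 3065 CPM with anti–PD-1 in the long cohort, on 1198 and 980 UMIs. The log2 ratio was 0.67 (exact 95% counting interval 0.54 to 0.79). For the short cohort it was -0.997 (interval -1.14 to -0.85), on 439 and 4249 UMIs in 45 and 199 cells.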

There was a significant increase in *Ccl5* signaling from CD8^+^ T cells directed at *Cd74/C1q/Aif1* macrophages, *Vegfa/Nlrp3* macrophages, and patrolling Mo, indicating enhanced chemotactic recruitment of myeloid cells (Figure 10A and Supplemental Figure 8B). We also observed increased signaling of *Ccl5* from CD8^+^ T cells to B cells, in conjunction with outgoing *Thbs1*, *Ccl6*, *Ccl9*, *Apoe*, *Spp1*, and *Fn1* signals from *Vegfa/Nlrp3* macrophages (Figure 10, A and B, and Supplemental Figure 8B).

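In the myeloid cluster with the highest Vegfa/Nlrp3 score, Thbs1 had 1737 CPM with anti–PD-1/anti-MIF and 844 CPM with anti–PD-1 in the long cohort, a log2 ratio of 1.04 (exact 95% counting interval 0.89 to 1.20). The log2 ratio was 1.46 for Ccl6 (interval 1.24 to 1.68), 1.29 for Ccl9 (0.91 to 1.68), 0.55 for Apoe (0.31 to 0.78), 0.81 for Spp1 (0.57 to 1.05) and 0.83 for Fn1 (0.58 to 1.08). In the Vegfa/Nlrp3-like macrophages of the short cohort the ratio was -0.17 for Thbs1, -0.87 for Ccl6, -0.88 for Ccl9, -0.42 for Apoe, -0.45 for Spp1 and 0.99 for Fn1.

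**Figure D3:**
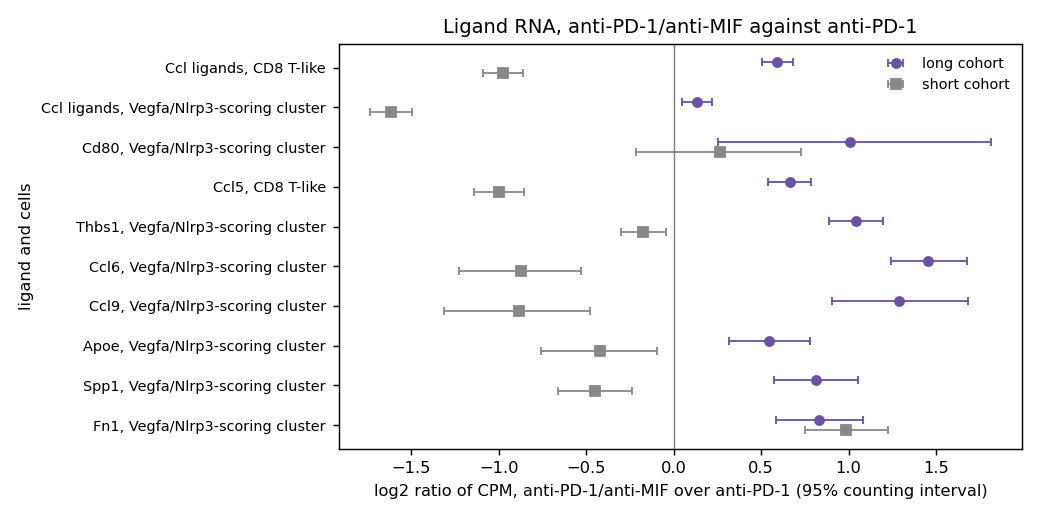
Log2 ratio of ligand CPM, anti–PD-1/anti-MIF over anti–PD-1 (horizontal axis), for ligands of CD8 T-like cells and of the myeloid cluster with the highest Vegfa/Nlrp3 score. Circles give the long and squares the short cohort, with exact 95% counting intervals. All circles drawn lie above 0, and of the ligands drawn only Cd80 and Fn1 have squares above 0 too. In CD8 T-like cells, H2-M3 (1.18 and 0.31) and Cd96 (0.09 and 0.59) were also above 0 in the long and the short cohort. Their intervals in the short cohort include 0.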

### Prevalence of variant MIF promoter alleles in human melanoma.

Functional polymorphisms in the *MIF* gene as defined by a -794 CATT_5-8_ promoter microsatellite (*rs5844572*) occur in the human population. The high-expression -794 CATT_7_ allele is present in approximately 20% of individuals, where it is associated with increased susceptibility to or severity of multiple autoimmune diseases (6). We hypothesized that this naturally occurring variation in *MIF* expression could influence the development of human melanoma. A G-to-C single nucleotide polymorphism (SNP) at position -173 also exists (*rs755622*), with the -173C variant in linkage disequilibrium with the high-expression -794 CATT_7_ *MIF* allele (24). Notably, neither *MIF* promoter variant is represented in currently employed GWAS chips. Due to locus heterogeneity at the -794 CATT_5-8_ microsatellite, genetic association studies in small cohort studies may be significant at the -173 G/C but not at the -794 CATT_5-8_ site. We analyzed the prevalence of the -173 G/C SNP in a retrospective case-control study comprising 182 patients with melanoma from Yale University and 1,575 age- and sex-matched healthy controls. Analysis of -173 G/C genotype frequencies revealed that the high-expression C/C genotype was 2.6 times more frequent in patients compared with controls (*P* < 0.000077; Table 1), suggesting that high genotypic MIF expression may confer risk for melanoma development.

## Discussion

Overcoming primary and acquired resistance to ICIs is an area of critical clinical need and the subject of significant research efforts. Cytokine-directed therapies alone or in combination with ICIs are emerging as promising targets. MIF is a tractable target because of its multiple pro-tumorigenic effects and its role in promoting an immunosuppressive TME (25, 26). Moreover, anti-MIF neutralizing antibodies, MIF-directed RNA silencing, or small molecule MIF inhibitors have been tested in vitro and in preclinical tumor models with notable responses, but studies into the mechanisms of activity remain limited (27–29). Early clinical testing of anti-MIF has shown only modest responses as a single agent, but we and others show evidence for synergism with existing ICIs (10, 13, 30).

We evaluated whether anti-MIF could enhance the therapeutic efficacy of anti–PD-1 in established mouse models and assessed the underlying molecular mechanisms of response. Mice with YUMMER1.7 melanomas and MC38 colorectal carcinomas treated with anti–PD-1/anti-MIF had trends toward slower tumor growth, more complete tumor regression, and prolonged survival when compared with those treated with monotherapy (anti–PD-1 or anti-MIF alone) or isotype control. Treated mice also demonstrated robust and prolonged antitumor memory responses. Tumor histology showed trends toward increased tumor necrosis, immune infiltration, and decreased tumor vascularity after dual inhibition.

Implantation of YUMMER1.7 tumors into MIF-KO mice or mice with a low-expression human *MIF* allele (CATT_5_) showed that decreased host MIF was associated with decreased tumor growth. Once tumors began to grow, the growth rate was similar, which raises questions related to stromal MIF effects on delaying early tumor survival, establishment, or growth. Others have shown similar delays in tumor growth with loss of host MIF expression, potentially due to alterations in macrophage populations and angiogenesis (31–33). Anti–PD-1 treatment of MIF-KO or CATT_5_ mice further enhanced tumor responses, underscoring the additive responses of MIF and PD-1 targeting. Additional studies are needed to fully understand early host-tumor contributions of MIF signaling and the benefit of adding anti–PD-1 therapy in this context. Although not directly compared, there was increased regression of tumors in MIF-KO compared with CATT_5_ mice treated with anti–PD-1. We hypothesize that MIF-KO mice have complete absence of MIF in host cells, whereas CATT_5_ mice have decreased MIF. Low levels of MIF in the host may partially explain the decrease in complete antitumor rejection in CATT_5_ mice. These results are consistent with prior reports of dose-dependent MIF responses in tumor growth (34). Further, no significant differences were observed between parental YUMMER1.7 diploid tumors and YUMMER1.7 diploid *Mif*^–/–^ tumors, likely due to compensatory mechanisms or to continued MIF presence from the host environment. We hypothesize that tumor cells may adapt by upregulating alternative pathways, such as D-dopachrome tautomerase (DDT, a.k.a. MIF-2), with host MIF influencing initial tumor establishment and tumor-secreted MIF being sufficient to support subsequent growth and progression.

As previous studies suggested that MIF can promote immune cell polarization or differentiation toward phenotypes that support an immunosuppressive TME (32), we hypothesized that pharmacologic MIF inhibition could act on the TME to augment antitumor immune responsiveness. Anti-MIF treatment did indeed enhance circulating cytokine profiles consistent with T cell stimulation, T_H_1 differentiation, and macrophage activation. Activated T_H_1 cells are known to be critical to the induction and maintenance of antitumor cytotoxic T lymphocyte (CTL) responses (35), and anti-MIF has been reported to increase CTL responses and IFN-γ expression in an OVA-transfected EL-4 tumor model (36). We found that anti-MIF led to decreases in T_H_2-associated cytokines, which is consistent with the literature. However, the T_H_2 cytokine responses with dual anti–PD-1/anti-MIF therapy were mixed and likely reflect complex systemic signaling in tumor-bearing animals. Further studies are required to determine whether MIF inhibition results in a shift from T_H_2 to a T_H_1 response. Previous studies also support that tumor regression is associated with a shift from a T_H_2 to a T_H_1 response in the tumor-draining lymph nodes and spleen that involves epitope-specific, long-lived memory T cells as well as the presence of M1 macrophages (37). It also has been reported that MIF secretion is enhanced by T_H_2 cells but not T_H_1 cells and that the absence of MIF expression in vitro enhances immunogenic cell death (38). This antitumor immune response was characterized by augmented DC maturation and an elevation in IFN-γ–producing intratumor T cells in the 4T1 breast cancer model (39). Collectively, these findings suggest that MIF has pro-tumorigenic effects by downregulating T cell responses, while MIF neutralization enhances T cell lymphocyte homing into tumors and promotes CTL activity.

DCs play critical roles in antigen processing and presentation, with cDC1s being particularly efficient at initiating CD8^+^ T cell responses in multiple cancers (40). We found an increase in cDC1s and a decrease in TAMs after 2 doses of dual therapy. These data suggest that the combination of PD-1/MIF inhibition also augments innate tumor immunity.

We used scRNA-Seq to identify additional intratumor immune subsets. We identified an increase in both *Cd74/C1q/Aif1*-expressing macrophage and DC populations, with higher expression of antigen processing and presentation genes with anti-MIF–containing therapies. *AIF1* expression is positively correlated with immune infiltration in gliomas, esophageal cancers, and medulloblastomas (41–43). High *AIF1* levels are associated with improved patient survival, supporting a protective role for this macrophage population (41).

Furthermore, the *Cd74/C1q/Aif1* macrophage population in our model had increased activity of the transcription factors *Rfxap*, *Rfxank*, *Rfx5*, and *Ciita*, which are key regulators of MHC class II and antigen presentation. The RFXANK, RFX5, and RFXAP proteins form 3 subunits of the ubiquitously expressed RFX complex, which binds directly to the promoters of all MHC class II genes and associates with other pleiotropic factors to form the MHC class II enhanceosome. *Rfx5* increases the surface expression of HLA-DR molecules, promoting macrophage-dependent expansion of antigen-specific T cells (20). Additionally, there was increased activity of *Npm1* and *Atf5*, 2 transcription factors considered to play crucial roles in monocyte-to-macrophage differentiation through the NF-κB activation pathway (22, 23). We hypothesize that anti–PD-1/anti-MIF therapy may promote monocyte-to-macrophage differentiation and thereby enhance expansion of the antigen-activated macrophage population expressing *Cd74/C1q/Aif1* to augment antitumor immunity.

*Cd74/C1q/Aif1*-expressing macrophages also are characterized by higher expression of the complement components *C1qa* and *C1qb*, which have been positively correlated with immune cell infiltration, apoptosis, and improved survival in previous studies of melanoma (44). The upregulation of these genes within the YUMMER1.7 TME by anti-MIF treatment supports the enhanced antitumor immune response of these macrophages. The observed increase in the expression of MIF-associated and antiapoptotic genes in the anti-MIF and anti–PD-1/anti-MIF treatment groups likely reflects the action of supervening stimuli and a compensatory response in the face of MIF neutralization (45).

Of note, while the *Cd74/C1q/Aif1* macrophage subset expands following anti-MIF treatment, its abundance is not further increased by the addition of anti–PD-1. This likely reflects the limited direct effect of PD-1 blockade on myeloid proliferation or recruitment, consistent with its primary function to enhance T cell responses by lifting inhibitory signals on activated T cells (46). However, dual treatment markedly altered the functional state of these macrophages, enhancing *Ccl* signaling in CD8^+^ T cells and *Vegfa/Nlrp3* macrophages. *Cxcl* signaling also was strengthened in *Cd74/C1q/Aif1* macrophages and B cells. These improvements in *Ccl* and *Cxcl* signaling may facilitate the recruitment and activation of immune cells within the TME. Conversely, YUMMER1.7 tumor cells showed a marked reduction in *Ccl*, *Cxcl*, *Thbs*, *Visfatin*, and *Laminin* signaling after anti–PD-1/anti-MIF treatment, indicating a disruption of key pathways involved in melanoma invasion, metastasis, and immune evasion (47–49). Additional signaling changes, including increased *Cd96* activity in CD8^+^ T cells (supporting effector function) and enhanced *Notch* signaling in B cells (important for maturation and antibody production), suggest a broad reprogramming of immune cell crosstalk.

Notably, *Cd80*, an M1 macrophage marker, exhibited heightened signaling from *Vegfa/Nlrp3* macrophages, potentially enhancing antigen presentation. Similarly, increased *Cd80* signaling in *Cd74/C1q/Aif1* macrophages and CD8^+^ T cells suggest a pro-inflammatory TME. The presence of *Cd80* in CD8^+^ T cells has been linked to enhanced cytotoxic potential, possibly contributing to antitumor immunity (50). We and others have noted a direct correlation between immune infiltration, melanoma responses, and intratumor CD74 levels (26). CD74 is known to be present on a wide range of immune cells, including professional antigen-presenting cells, T cells, and B cells. Further studies are needed to understand CD74 regulation in this context, particularly its increased expression with anti-MIF treatment.

Furthermore, our analysis of specific cell interactions revealed a more interconnected and dynamic immune cell network within the TME that was enhanced by anti–PD-1/anti-MIF treatment when compared with anti–PD-1 monotherapy. This increased interconnectivity suggests a more integrated and complex immune landscape within the TME that aligns with the known immunomodulatory effects of MIF inhibition in promoting a more immunogenic TME (13).

Taken together, these findings support a model in which MIF blockade, particularly in combination with PD-1 inhibition, reprograms the macrophage compartment, shifting from pro-tumorigenic TAMs toward a heterogeneous population enriched for antigen presentation and immune recruitment functions. This functional reprogramming enhances cross-talk with effector T cells and other immune subsets, thereby amplifying antitumor immunity.

Given the prevalence of natural genetic variation in human *MIF* expression and prior studies correlating high genotypic *MIF* alleles and immune infiltration in patient tumors (51), we also analyzed a cohort of patients with melanoma for *MIF* alleles and clinical presentation. We found that the high-expression (-173C/C) *MIF* allele occurred 2.6 times more frequently among patients than healthy controls. Further studies are warranted to confirm this finding in additional cohorts and to define how intrinsic MIF expression may influence melanoma development, progression, or treatment response. This analysis also does not factor in epigenetic regulators of MIF expression or expression of the MIF homolog DDT (or MIF-2), which also engages the cognate MIF receptor CD74 and is expressed in many tumor types, including melanoma (25). Mouse modeling also supported this human genetic finding, as mice genetically deficient in *Mif* or engineered to express a low-expression human *MIF* allele showed delayed tumor growth when compared with their WT or high-expression human *MIF* allele counterparts.

These data support ongoing efforts to therapeutically block MIF signaling in cancer. Therapeutic monoclonal antibodies targeting MIF (imalumab) and its canonical receptor CD74 (milatuzumab) have been developed, with milatuzumab achieving orphan drug designation from the FDA for the treatment of multiple myeloma (52). Imalumab was tested in a phase I trial for patients with advanced solid tumors, with best overall response being stable disease in 33.3% of patients with heavily pretreated cancers (30). Ongoing preclinical studies also are evaluating the role in cancer of DDT (25). Taken together, our results support the hypothesis that the combination of anti-MIF with anti–PD-1 has the potential to stimulate robust antitumor immunity by targeting distinct molecular pathways not achieved by PD-1 blockade alone.

## Methods

### Sex as a biological variable.

The YUMMER1.7 tumor line was derived from a male mouse and is known to be spontaneously rejected when implanted into female mice because of sex-specific immune responses. To avoid treatment-independent effects on tumor growth, and in consultation with Marcus Bosenberg at Yale Cancer Center, we limited experiments to male mice.

### In vivo mouse studies.

C57BL/6J mice (Jackson Laboratory) were housed at Yale University under standard conditions. *Mif*^–/–^ and humanized *MIF*^CATT5^ and *MIF*^CATT7^ mice have been described previously (17, 53). Animals were 7–8 weeks old at the time of the experiments, and our study exclusively utilized male mice, as the disease model employed has been validated only in males. YUMMER1.7 cells, YUMMER1.7 diploid cells (H2B-GFP mouse melanoma cell line), and MC38 (colon adenocarcinoma cells) were obtained from Marcus Bosenberg (Yale Cancer Center). YUMMER1.7 diploid *Mif^–/–^* cells were successfully generated by nucleofection with custom sgRNA and Cas9, following standard protocols. Single-colony isolation was performed, and the knockout was confirmed through PCR, sequencing, and protein validation (Supplemental Methods; Supplemental Figure 3, A and B). Cells were maintained in culture with DMEM supplemented with 10% FBS, 1% nonessential amino acids, and 1% antibiotic-antimycotic (Gibco). Cells were left undisturbed for 3 days prior to use and harvested at 60%–85% confluence. After suspension in PBS, 300,000 cells (YUMMER1.7 and MC38) or 500,000 cells (YUMMER1.7 diploid and YUMMER1.7 diploid *Mif*^–/–^) were subcutaneously injected in the flanks of mice. Tumor growth was measured 2 times per week, with tumor volumes calculated as (0.5233) (length) (width) (height).

After 7 days, mice with palpable YUMMER1.7 or MC38 tumors (40 mm^3^) were randomized and treated by intraperitoneal injection with the following: anti–PD-1 (CD279, BioXCell, clone RMP1-14, catalog BE0146) at 10 mg/kg, anti-MIF (clone IIID.9 at 20 mg/kg) (18, 54), and the combination anti–PD-1/anti-MIF or isotype control (IgG_1_) at equivalent dosages. Treatment was stopped on day 31, and mice were sacrificed when tumors reached 1,000 mm^3^. To evaluate antitumor memory responses after day 70, mice with complete YUMMER1.7 regression were rechallenged with 500,000 tumor cells via subcutaneous flank injection and then with 100,000 tumor cells via left ventricle cardiac instillation.

### Flow cytometry analyses.

Immunophenotyping by flow cytometry was performed on YUMMER1.7 tumors collected in timed studies after either 2 or 4 doses of treatment. Tumor tissue was digested in RPMI/2% FBS supplemented with 0.1 mg/mL collagenase (Sigma) and 1:1,000 DNase I (Sigma) for 30 minutes at 37°C and then mechanically dissociated. Dissociated tumors were passed through a 70 μM filter and washed in RPMI medium. Multicolored labeling for initial immunophenotyping was performed using previously published antibody panels, staining protocols, and gating strategies (55). Validation of immune populations identified by scRNA-Seq was done by flow cytometry on the same tumor samples. Antibodies and gating strategy can be found in Supplemental Table 1 and Supplemental Figure 6.

### scRNA-Seq analysis.

YUMMER1.7 tumors from a separate cohort of mice were harvested and processed as described above to create a single-cell suspension. The cell suspension was subjected to fluorescence-activated cell sorting for CD45 expression, yielding CD45^+^ (immune cell) and CD45^–^ (tumor cell) populations. After sorting, the cells were recombined to enrich for immune cells using 20% CD45^–^ and 80% CD45^+^ cells to achieve a final population of 100,000 cells. This enriched cell suspension was processed using the Chromium 5′ Single-Cell Gene Expression system (10x Genomics) to generate scRNA-Seq libraries following the manufacturer’s protocol. Further analysis details, including cell-cell communication, can be found in the Supplemental Methods.

### Immunohistochemistry.

Representative YUMMER1.7 tumors were stained using H&E or for immune markers via standard protocols (55). Immunostaining was performed using citrate buffer heat-induced epitope retrieval. Primary antibodies against CD3 (clone SP7, Novus Biologicals, 1:100, catalog NB600-1441, RRID:AB_789102), CD8 (clone D4W2Z, Cell Signaling Technology, 1:200, catalog 98941S, RRID:AB_2756376), CD163 (clone EPR19518, Abcam, 1:500, catalog ab182422, RRID:AB_2753196), and CD31 (clone D8V9E, Cell Signaling Technology, 1:100, catalog 77699S, RRID:AB_2722705) were applied overnight at 4°C. Slides then were incubated with the ImmPRESS HRP horse anti-rabbit IgG PLUS Polymer Kit (Vector Laboratories, catalog MP-7801), counterstained, and mounted using Permount (Thermo Fisher Scientific catalog SP15-100). Six random photos were taken from each tissue at 10× original magnification for representative intratumor and peritumor tissue. Positive cells were manually counted or processed using the EBimage R package.

### Cytokine analysis.

Plasma from YUMMER1.7 tumor–bearing mice was sampled at baseline (prior to) and after 2 doses of treatment for evaluation with the Mouse Cytokine/Chemokine 31-Plex Discovery Assay Array (MD31) (Eve Technologies). Samples from 5 animals in each treatment cohort were pooled. Cytokine expression was analyzed as the change from paired baseline values.

### Genotyping.

Human melanomas were obtained by surgical excision, and genomic DNA was isolated to analyze the *MIF* promoter -173 G/C SNP (*rs755622*) following methodologies described previously (18). This polymorphism is not represented in available GWAS analysis chips. Sequences were analyzed using the Staden preGap4 and Gap4 programs.

### Statistics.

FlowJo software (BD Biosciences) and GraphPad Prism (version 8; RRID:SCR_002798) were used for statistical analyses. For pairwise comparisons, either a 2-tailed unpaired Student’s *t* test or Mann-Whitney *U* test was applied, depending on data distribution. Multiple-group comparisons were analyzed using 1- or 2-way ANOVA with Bonferroni post hoc correction, as appropriate. When assumptions of normality or equal variance were violated, nonparametric Kruskal-Wallis or Brown-Forsythe and Welch ANOVA tests were used. Tumor growth was assessed by AUC analysis of mean tumor volumes. Survival analyses were performed using the Kaplan-Meier method with log-rank (Mantel-Cox) tests. Cytokine data were visualized and clustered using the pheatmap package (RRID:SCR_016418) in R Studio (version 1.4.1103; RRID:SCR_000432), with fold-change analysis applied to identify cytokines showing ≥2-fold changes. *P* values less than 0.05 were considered statistically significant.

### Study approval.

The animal experiments were approved by the Yale Office of Animal Research Support Committee (Protocol ID: 2023-10992). All human participants voluntarily took part in the study after providing written informed consent, as approved by the Yale Institutional Review Board.

### Data availability.

The scRNA-Seq dataset and associated metadata are publicly available at NCBI GEO repository, under accession number GSE306115 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE306115). Values for all data points found in graphs are in the Supporting Data Values file.

## Author contributions

TTT conceptualized the project. TTT, GASZ, TC, and CBB conducted the experiments. TTT, LO, GASZ, IK, and RB contributed to data interpretation. The manuscript and figures were prepared by GASZ and TTT and reviewed and finalized by TTT, GASZ, LO, JC, CNV, MP, LL, MEA, SCD, CBB, TC, RPK, LZ, MS, LJ, HMK, IK, and RB.

## Funding support

This work is the result of NIH funding, in whole or in part, and is subject to the NIH Public Access Policy. Through acceptance of this federal funding, the NIH has been given a right to make the work publicly available in PubMed Central.

• NIH National Cancer Institute (NCI) Yale SPORE in Skin Cancer P50 CA121974 (to HMK) and the Yale SPORE in Skin Cancer Career Enhancement Program (to TTT).

• Additional funding provided by grants NIH AR078334 (to RB), NIH T32AR07107 (to LO), R01 CA269286 (to LBJ), and the Kuni Foundation and NIH DE033038 (to RPK).

• Partial support provided by NIH grant NCI T32 CA193200-5 (to JIC).

• The Karin Bain and John Kukral Foundation (to TTT).

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
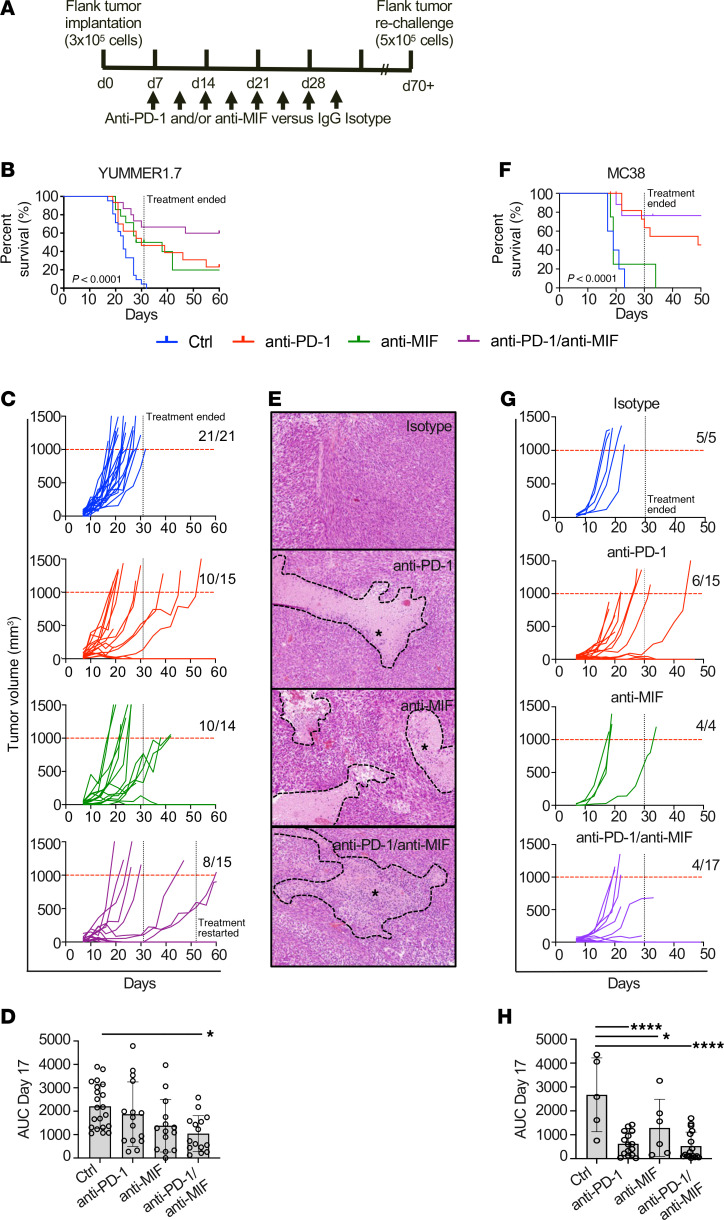
Anti–PD-1/anti-MIF improves survival and tumor responses. (**A**) Mice were randomized 7 days after tumor implantation and treated with anti–PD-1, anti-MIF, both antibodies, or isotype control (ctrl). Tumor volume and survival were monitored. (**B** and **C**) Kaplan-Meier survival analysis (log-rank test) and individual YUMMER1.7 tumor volumes over time. (**D**) Area under the curve (AUC) analysis (1-way ANOVA with Bonferroni correction) confirmed reduced tumor burden with combination therapy; endpoint was tumor volume > 1,000 mm³. (**E**) H&E staining (10× original magnification) of YUMMER1.7 tumors showed increased necrosis (dashed lines) and lymphocytic infiltration (*) with dual treatment. (**F** and **G**) Kaplan-Meier survival curves (log-rank test) showed improved survival and reduced tumor growth in the MC38 model with dual therapy. (**H**) By day 17, MC38 tumor growth was delayed in all treatment groups versus ctrl (1-way ANOVA with Bonferroni correction). Bars indicate SEM; circles show individual data points. Statistical significance is denoted as *P < 0.05, ****P < 0.0001.

**Figure 2:**
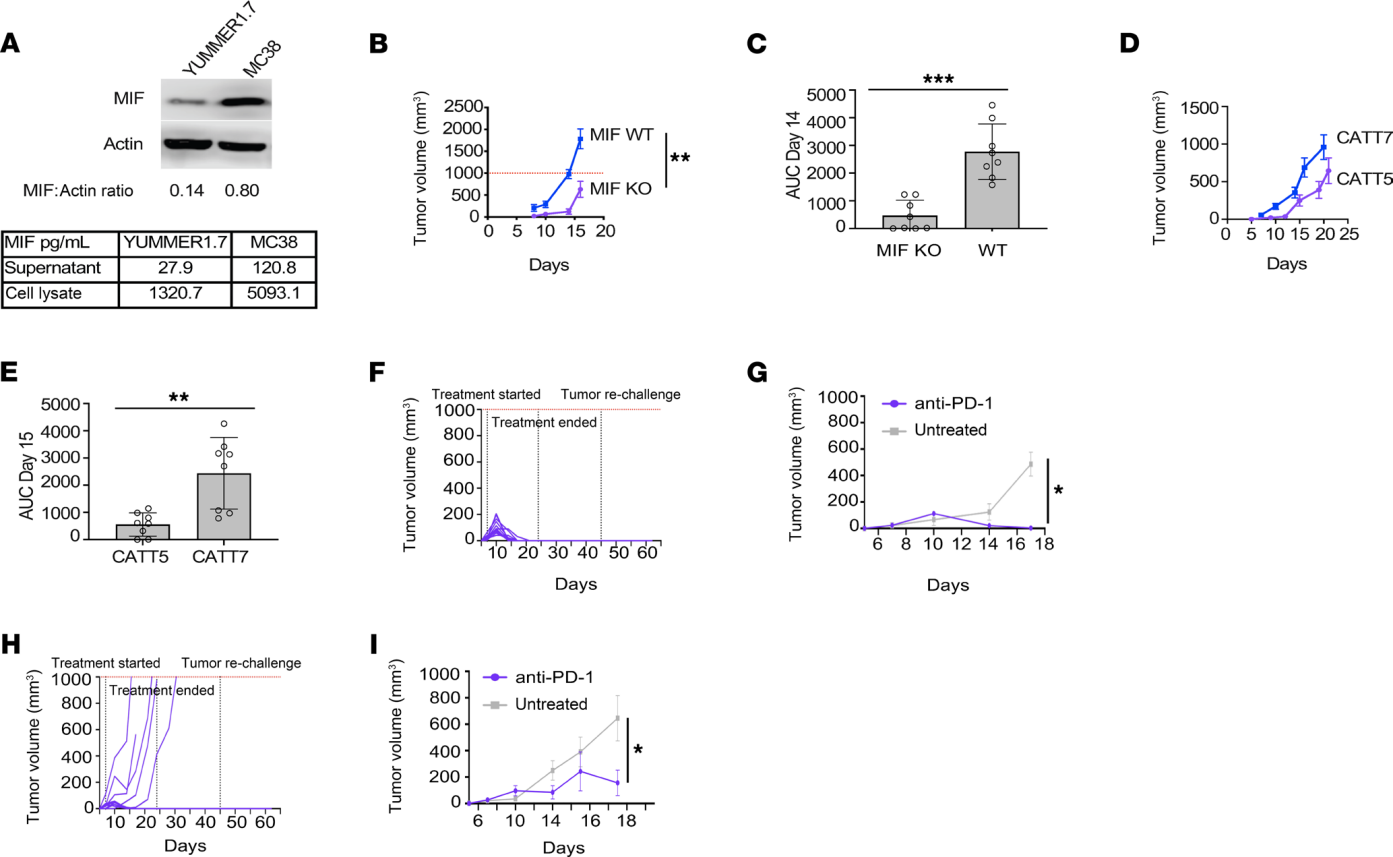
Reduced MIF expression limits tumor growth and enhances anti–PD-1 efficacy. (**A**) MIF protein levels were higher in MC38 than YUMMER1.7 cells by Western blot (MIF:Actin ratio) and by ELISA of supernatant and intracellular protein (MIF levels by pg/mL when 20,000 pg of total protein was added) (unpaired *t* test). (**B** and **C**) YUMMER1.7 tumors grew slower in MIF-knockout (KO) mice compared with WT controls, confirmed by growth curves (1-way ANOVA) and AUC analysis (unpaired *t* test) at day 14. (**D** and **E**) Tumors grew slower in low-MIF CATT_5_ mice versus high-MIF CATT_7_ mice, with significantly reduced tumor burden by AUC at day 15 (unpaired *t* test, *P* < 0.001). (**F** and **G**) Anti–PD-1 treatment further reduced YUMMER1.7 tumor growth in MIF-KO mice (unpaired *t* test). (**H** and **I**) Similar anti–PD-1 effects were seen in CATT_5_ mice (unpaired *t* test). Bars indicate SEM; circles show individual data points. Statistical significance is denoted as *P < 0.05, **P < 0.01, ***P < 0.001.

**Figure 3:**
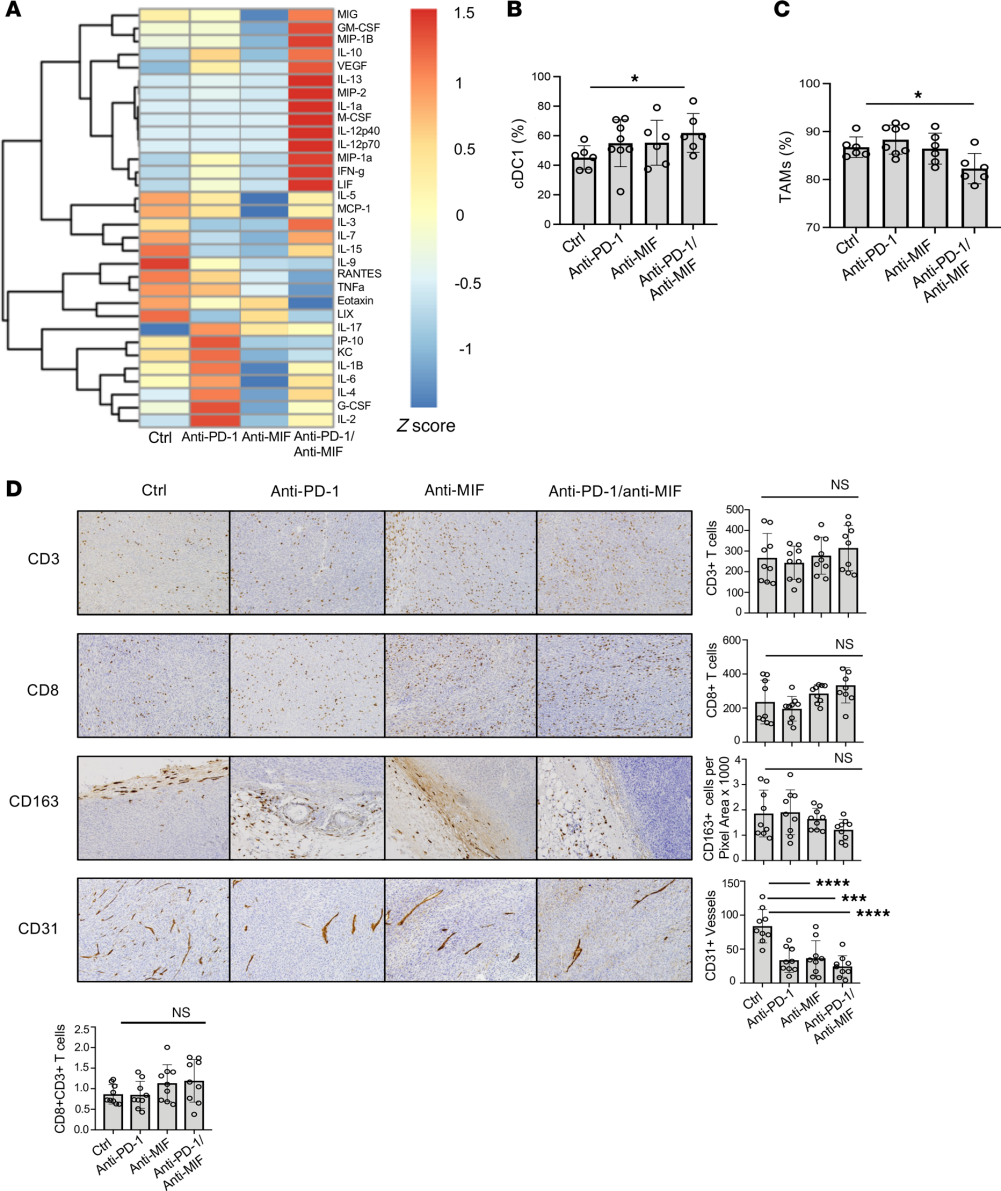
Dual inhibition of PD-1 and MIF enhances cytokines/chemokines associated with T_H_1 and macrophage activation, increases cDC1s, decreases TAMs, and decreases tumor-associated angiogenesis. (**A**) Plasma from tumor-bearing mice prior to and after 2 doses of treatment was evaluated (*n* = 5 per group). Anti–PD-1/anti-MIF treatment enhanced T_H_1 signaling, as evidenced by increased markers of T cell stimulation (MIG and IL-1α), particularly T_H_1 cytokines (GM-CSF, IL-12p40, IL-12p70, and IFN-γ), and markers of macrophage activation (MIP-1β, MIP-2, M-CSF, and MIP-1α). (**B**) Flow cytometry analysis revealed an increase in the cDC1 population (CD45^+^Ly6C^–^CD3^–^CD19^–^TCR^–^CD11c^+^MHCII^+^CD172^lo^XCR1^hi^) and a (**C**) decrease in tumor-associated macrophages (TAMs) (F4/80^hi^MHCII^hi^CD64^hi^) within YUMMER1.7 tumors upon combined anti–PD-1/anti-MIF therapy compared with ctrl (1-way ANOVA with Bonferroni’s correction). (**D**) Representative photos of YUMMER1.7 tumors stained with anti-CD3, anti-CD8, anti-CD163, and anti-CD31. Photos taken on 10× original magnification. Treated mice showed significantly lower CD31^+^ vessel quantity compared with the control group. There was a nonsignificant trend in increased CD8^+^ T cells upon anti–PD-1/anti-MIF therapy (*P* = 0.08, 1-way ANOVA with Bonferroni correction). Statistical significance is denoted as *P < 0.05, ***P < 0.001, and ****P < 0.0001.

**Figure 4:**
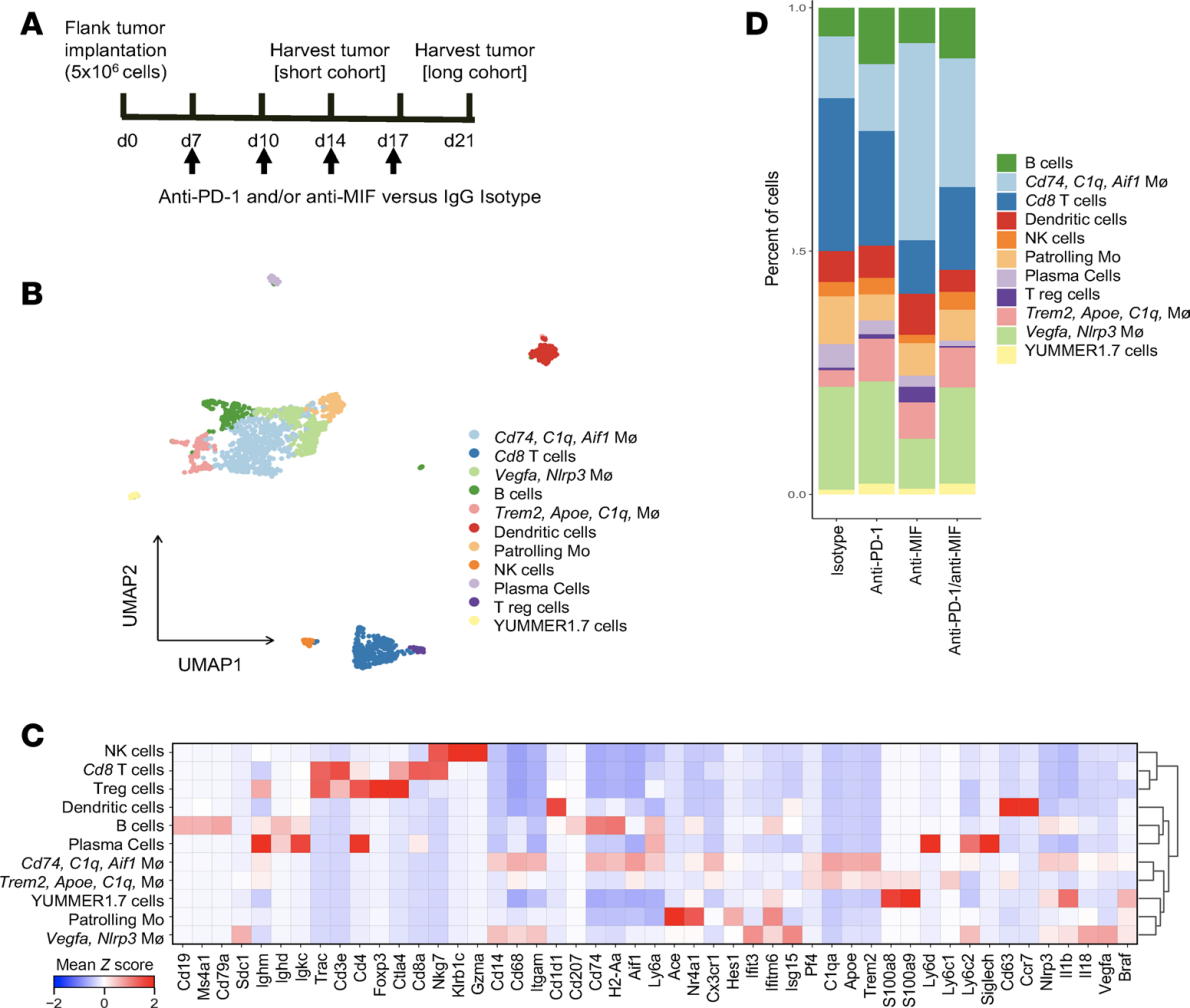
Anti-MIF therapy reshapes myeloid cell diversity within the TME. (**A**) Scheme of YUMMER1.7 tumor injection and treatment for single-cell RNA-Seq (scRNA-Seq) analysis, including endpoints for the short treatment (2 doses, day 14) and long treatment cohorts (4 doses, day 21). (**B**) Uniform manifold approximation and projection (UMAP) analysis with nonbiased clustering into 11 cell types from the long treatment cohort. Mo, monocytes; Mø, macrophages. (**C**) Scaled heatmap of select differentially expressed genes (DEGs) and canonical markers used for cluster annotation. *Aif1*, allograft inflammatory factor 1. (**D**) Stacked bar plot of cluster proportions across the different treatment groups. Myeloid cells represent a majority of immune cells within the TME.

**Figure 5:**
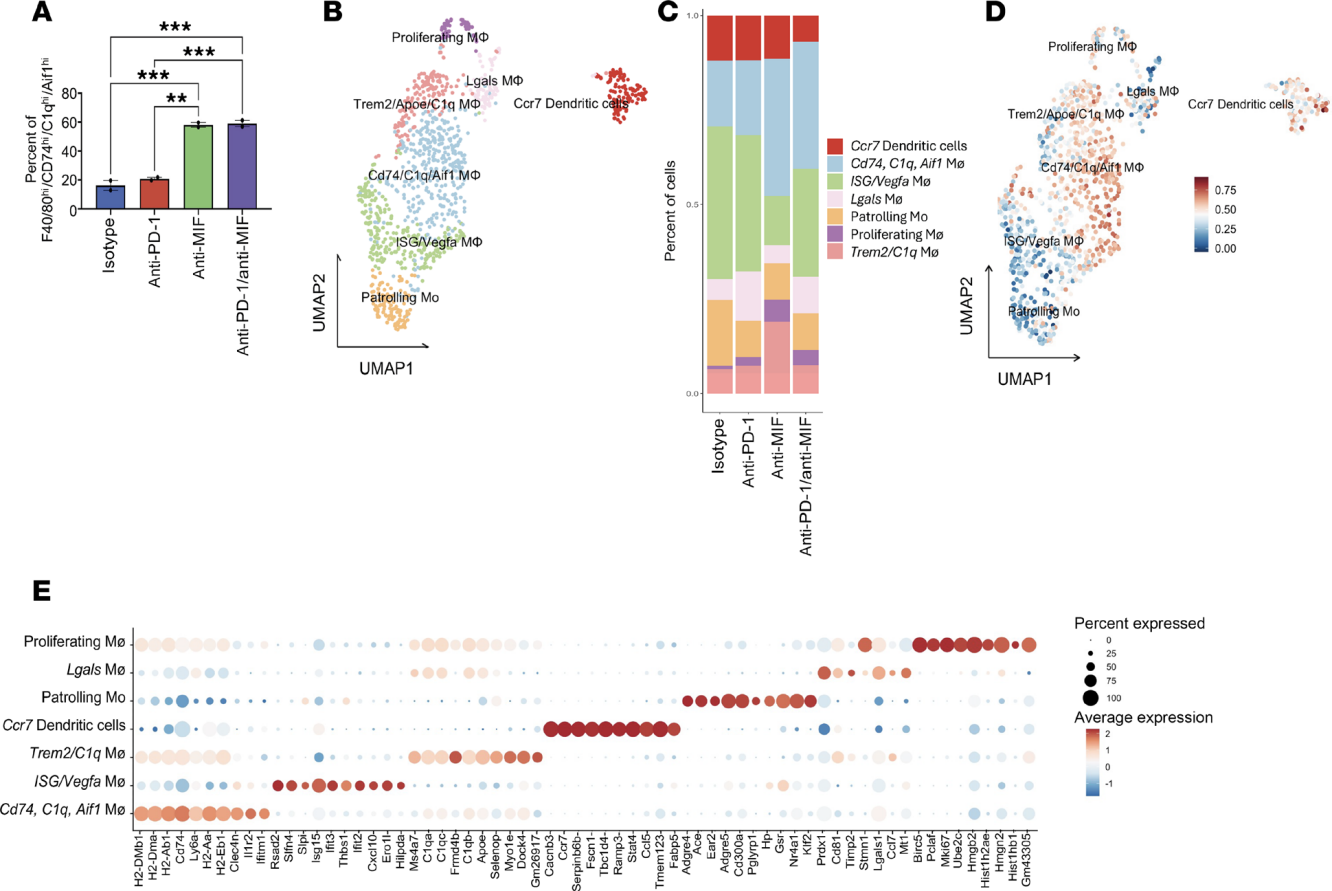
Expansion of *Cd74/C1q/Aif1*-expressing intratumoral macrophages in response to anti-MIF therapy. (**A**) Flow cytometry validation indicating a significant increase in intratumoral *Cd74/C1q/Aif1* macrophages with anti-MIF–containing therapies (1-way ANOVA with Bonferroni correction). (**B**) UMAP of myeloid subset reclustering identified 7 cell types. Further analysis revealed a diverse population of macrophages and dendritic cells. (**C**) Stacked bar plot of myeloid cluster proportions across the different treatment groups in the long treatment cohort. (**D**) Feature plot of module scores highlighting myeloid cells with upregulation of genes associated with the Kyoto Encyclopedia of Genes and Genomes (KEGG) antigen processing and presentation gene set. (**E**) Dot plot of top DEGs for each myeloid cell type. Statistical significance is denoted as **P < 0.01, ***P < 0.001.

**Figure 6:**
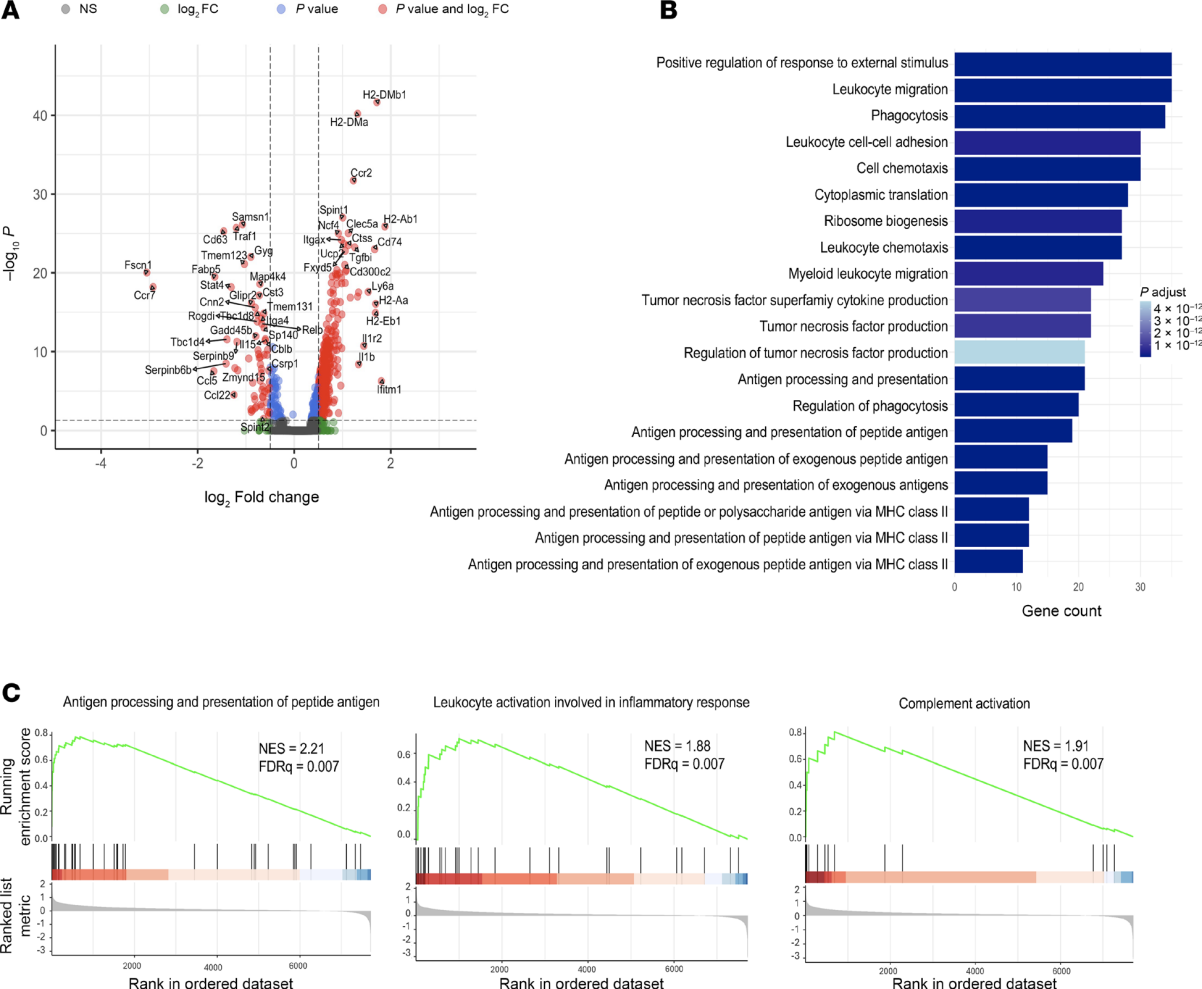
Anti-MIF therapy enhances gene expression associated with antigen presentation and phagocytosis of *Cd74/C1q/Aif1* macrophages. (**A**) Volcano plot of DEGs from *Cd74/C1q/Aif1*-expressing macrophages versus other myeloid cell clusters (adjusted *P* < 0.05, |log2fold-change| > 0.5). (**B**) Bar plot demonstrating top 20 enriched Gene Ontology Biological Process gene sets by overrepresentation analysis from upregulated DEGs in *Cd74/C1q/Aif1*-expressing macrophages. (**C**) Gene set enrichment analysis plots of antigen processing and presentation of peptide antigen, leukocyte activation involved in inflammatory response, and complement activation gene sets. NES, normalized enrichment score.

**Figure 7:**
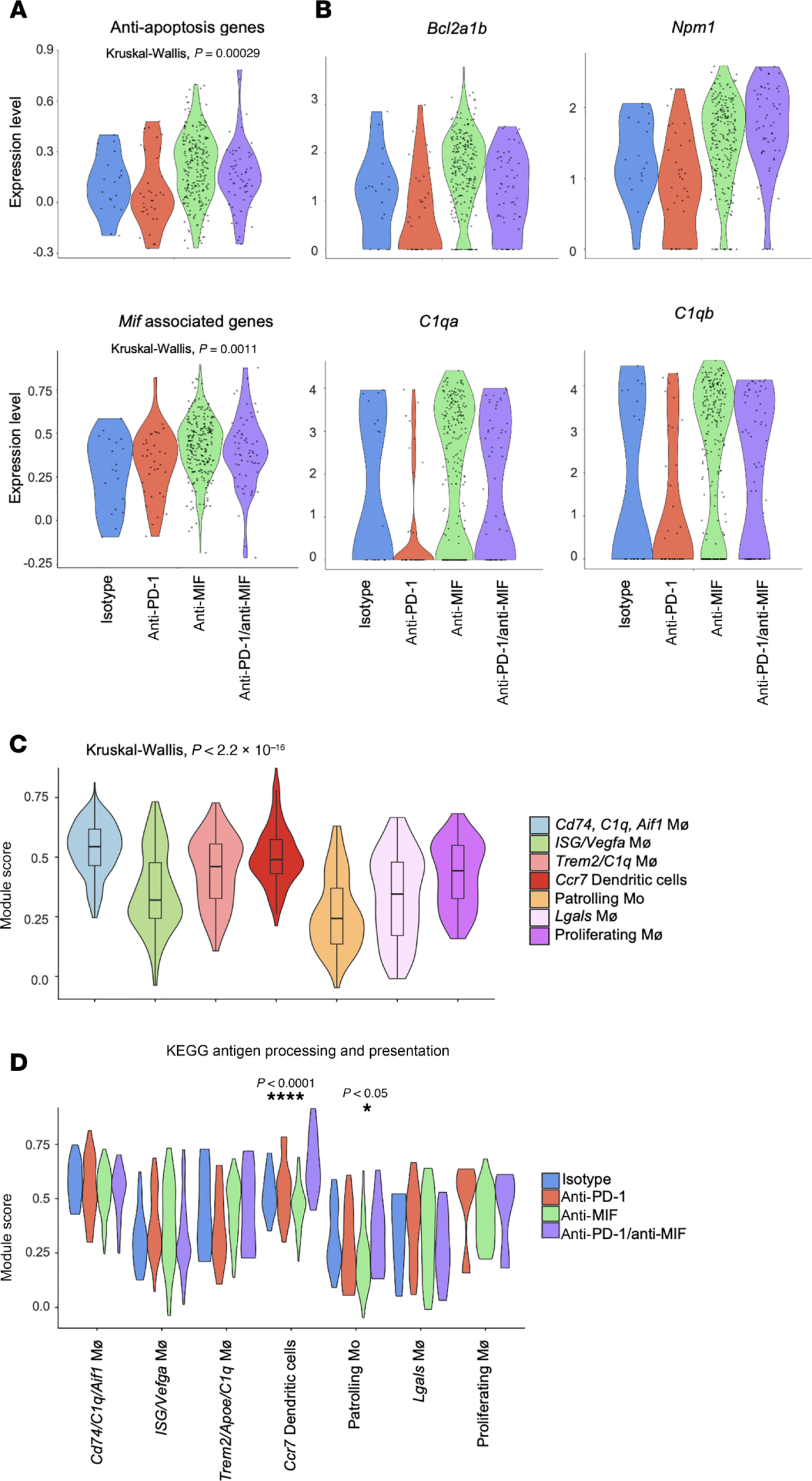
*Cd74/C1q/Aif1* macrophages exhibit pro-survival and antigen presentation signatures enhanced by anti-MIF therapy. (**A**) Violin plots of module scores for expression of antiapoptosis genes and *Mif* associated genes gene sets. Kruskal-Wallis test used for statistical comparison of module scores. (**B**) Violin plots of *Bcl2a1b*, *Npm1*, *C1qa*, and *C1qb* expression. (**C**) Violin plot of module scores for expression of the KEGG antigen processing and presentation gene set, demonstrating increased activity in *Cd74/C1q/Aif1* macrophages and *Ccr7* DCs. Kruskal-Wallis test used for statistical comparison of module scores. (**D**) Split violin plot of module scores for expression of the KEGG antigen processing and presentation gene set across the different treatment groups (Kruskal-Wallis: *P < 0.05; ****P < 0.0001).

**Figure 8:**
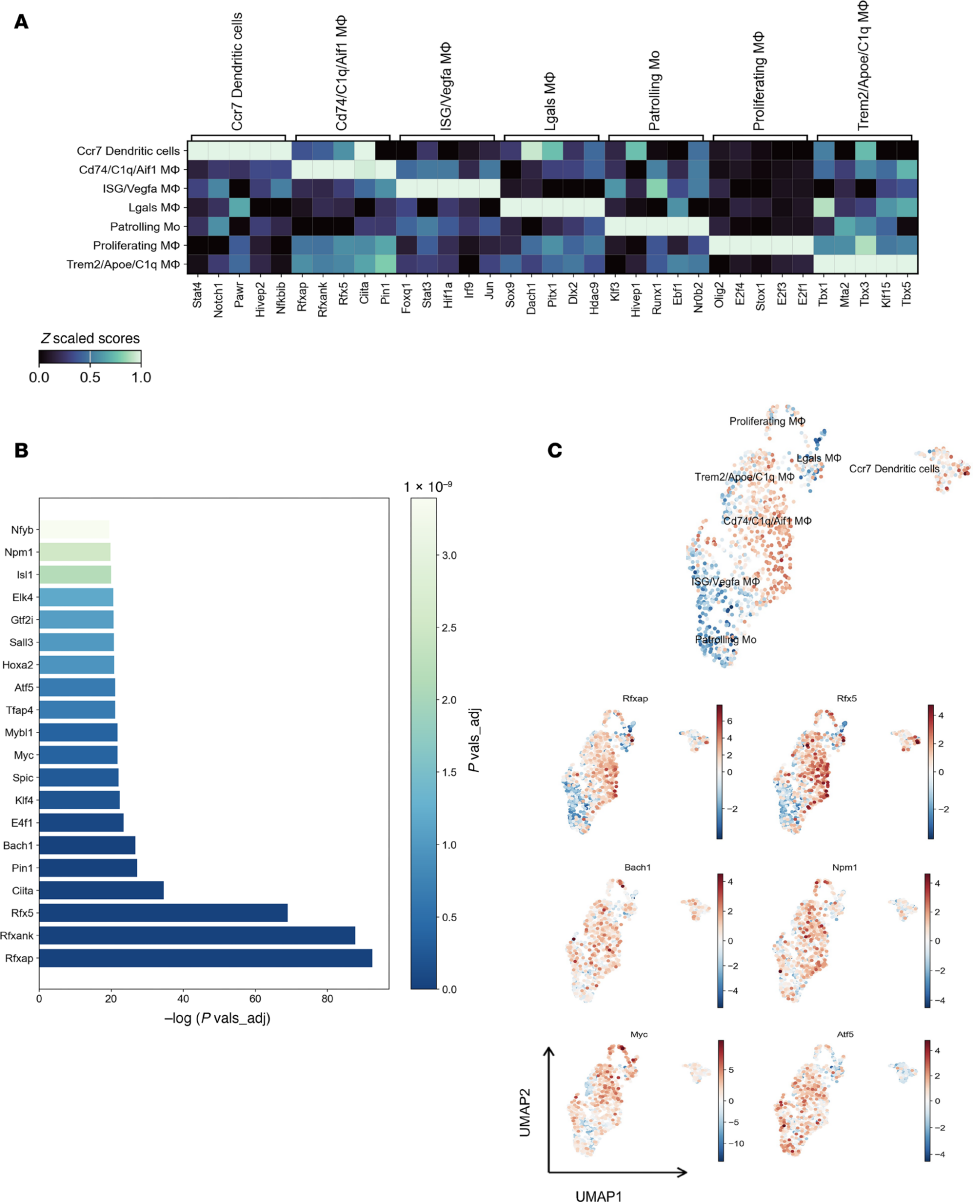
Transcription factor activity analysis of *Cd74/C1q/Aif1* macrophages. (**A**) Scaled heatmap of top 5 inferred transcription factor activities per myeloid cell cluster demonstrates increased activity of *Rfxap*, *Rfxank*, *Rfx5*, and *Ciita* transcription factors in *Cd74/C1q/Aif1* macrophages. (**B**) Bar plot of top 20 inferred transcription factor activities in *Cd74/C1q/Aif1* macrophages shows significant increases in *Npm1* and *Atf5* transcription factor activity, known to be associated with monocyte-to-macrophage differentiation. (**C**) Feature plots of inferred activities of select transcription factors.

**Figure 9:**
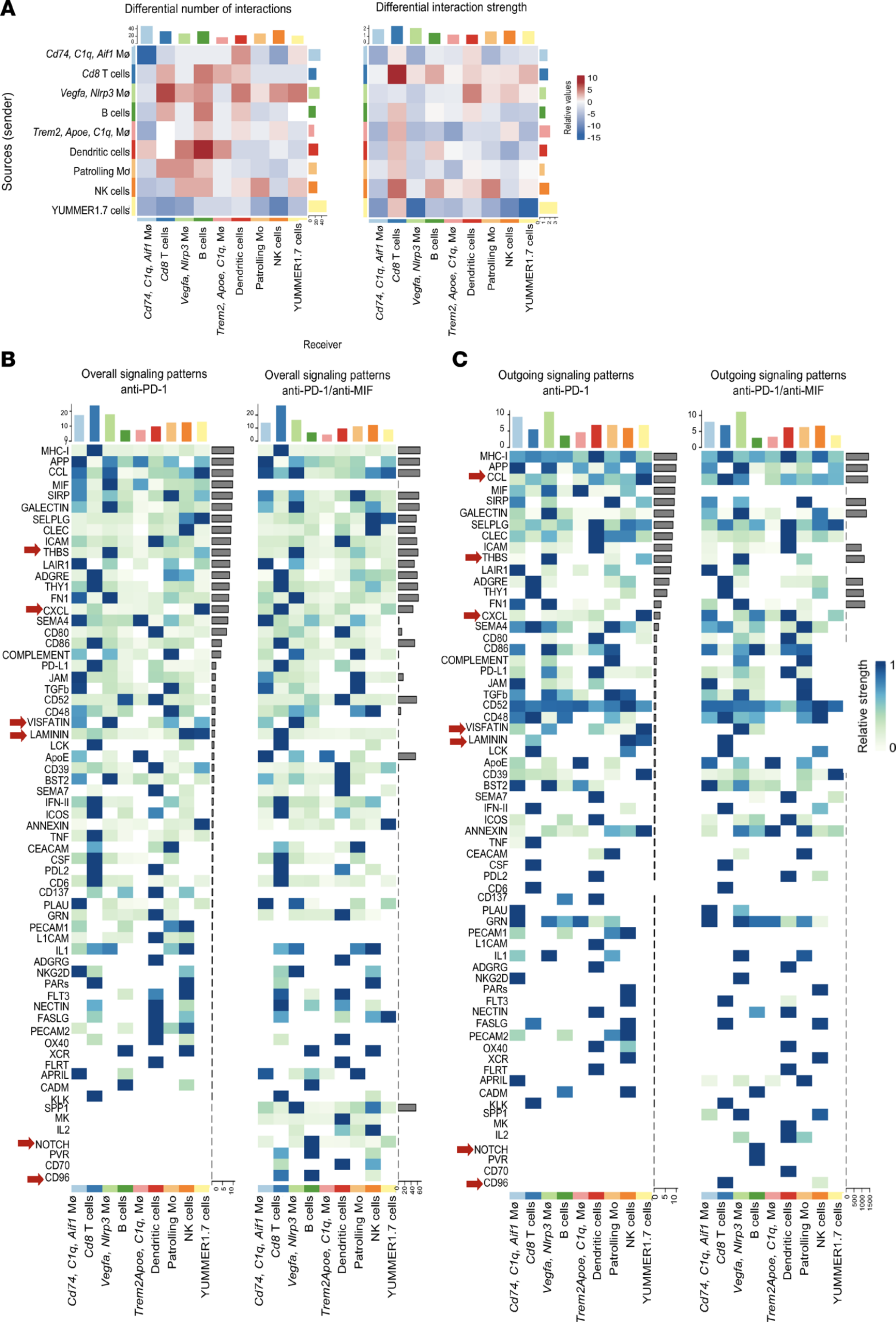
Dual anti–PD-1/anti-MIF therapy increases immune cell network connectivity in the TME. (**A**) Heatmaps demonstrating differential numbers and strengths of cell interactions between the anti–PD-1/anti-MIF treatment group relative to the anti–PD-1 treatment group (the bar plot at the top represents the sum of incoming signaling for each cell type, and the bar plot at the right represents the sum of outgoing signaling for each cell type). (**B** and **C**) Heatmaps of overall signaling patterns in both treatment conditions (colored bars represent sum of total signaling per cell type).

**Figure 10:**
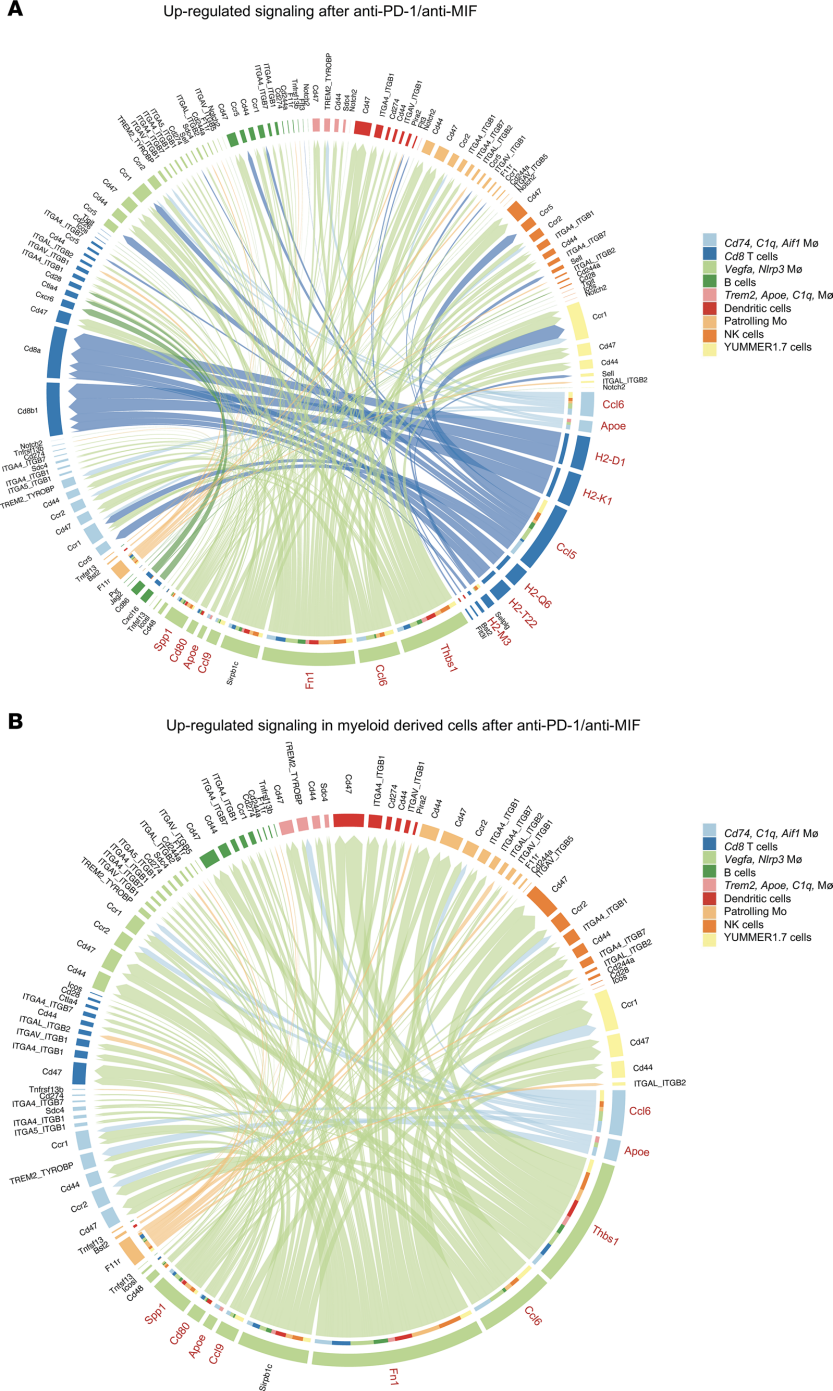
Enhanced antigen presentation and chemotactic signaling pathways upon combined anti–PD-1/anti-MIF therapy. (**A**) Chord diagram of upregulated ligand-receptor interactions in the anti–PD-1/anti-MIF treatment group relative to the anti–PD-1 treatment group. (**B**) Chord diagram of upregulated ligand-receptor interactions with myeloid cells as the source.

**Table 1:**
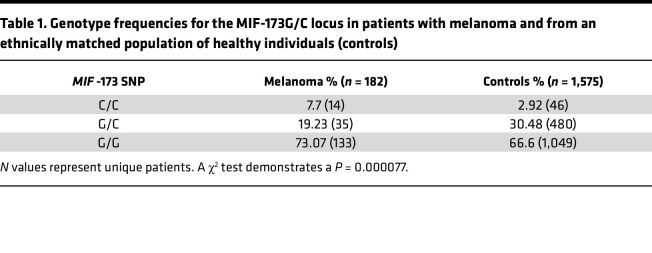
Genotype frequencies for the MIF-173G/C locus in patients with melanoma and from an ethnically matched population of healthy individuals (controls)

# Supplementary material for: Improving immunotherapy responses by dual inhibition of macrophage migration inhibitory factor and PD-1
**Source:** JCI Insight. 2025 Oct 22;10(20):e191539. doi: 10.1172/jci.insight.191539
**Supplement:** Supplemental data

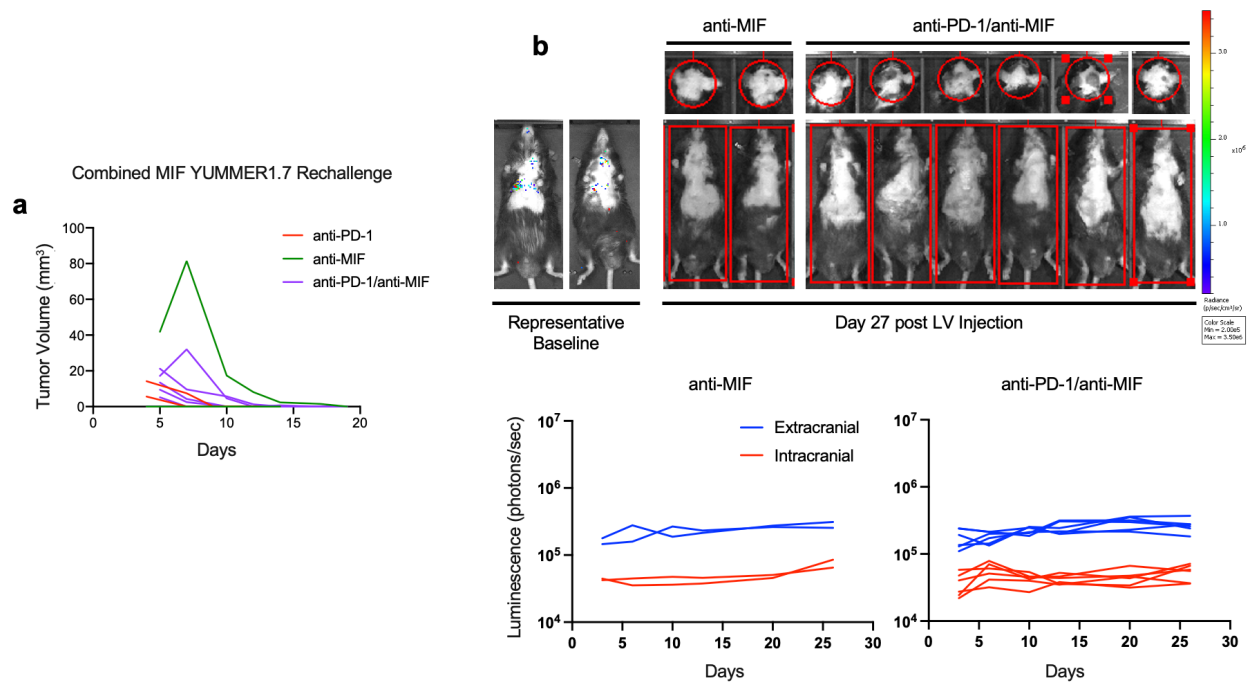

**Supplemental Figure 1. Assessment of tumor immune memory in the YUMMER1.7 model.**

(a) Mice that had previously achieved complete tumor regression from treatment were re-challenged with 500,000 YUMMER1.7 tumor cells via subcutaneous flank injection. Without additional therapy, all re-challenged animals exhibited rapid tumor rejection. (b) To simulate systemic tumor exposure, these animals were subsequently challenged with 100,000 YUMMER1.7 tumor cells via left cardiac ventricle (LV) injection. Immediate imaging confirmed systemic dissemination of tumor cells. All animals demonstrated complete rejection of tumor cells without additional treatment.

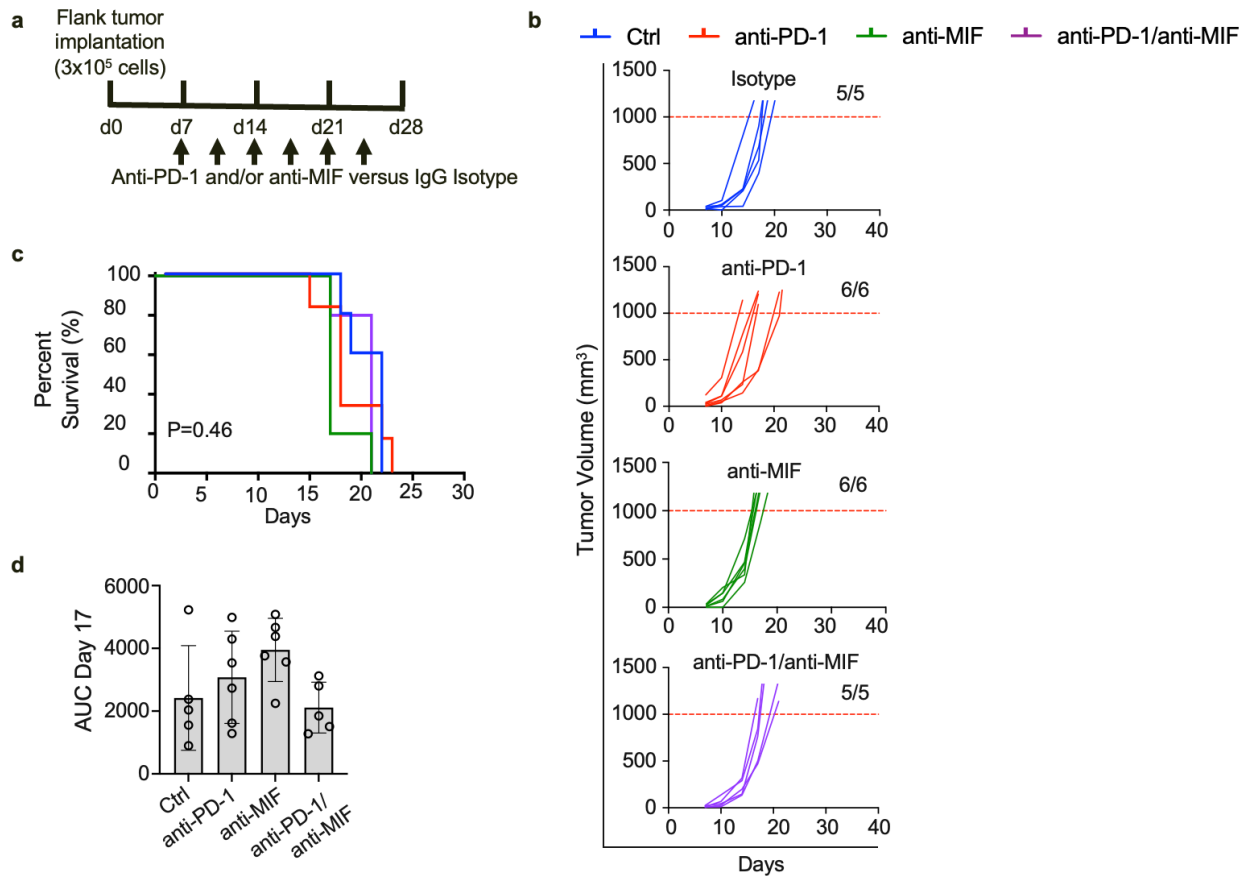

**Supplemental Figure 2. Evaluation of treatment efficacy using the B16F10 melanoma tumor model.** (a) Seven days after B16F10 tumor implantation, mice were randomized into four treatment groups: anti-PD-1, anti-MIF, combination therapy (anti-PD-1/anti-MIF), and isotype control (Ctrl). (b,c) Tumor volume and overall survival were monitored throughout the study. No significant differences in tumor progression or survival rates were observed among the treatment groups ( $p > 0.05$ ), with tumor endpoint defined as a volume exceeding  $1,000 \text{ mm}^3$ . (d) Tumor area under the curve (AUC) by day 17 showed no differences between the treatment groups.

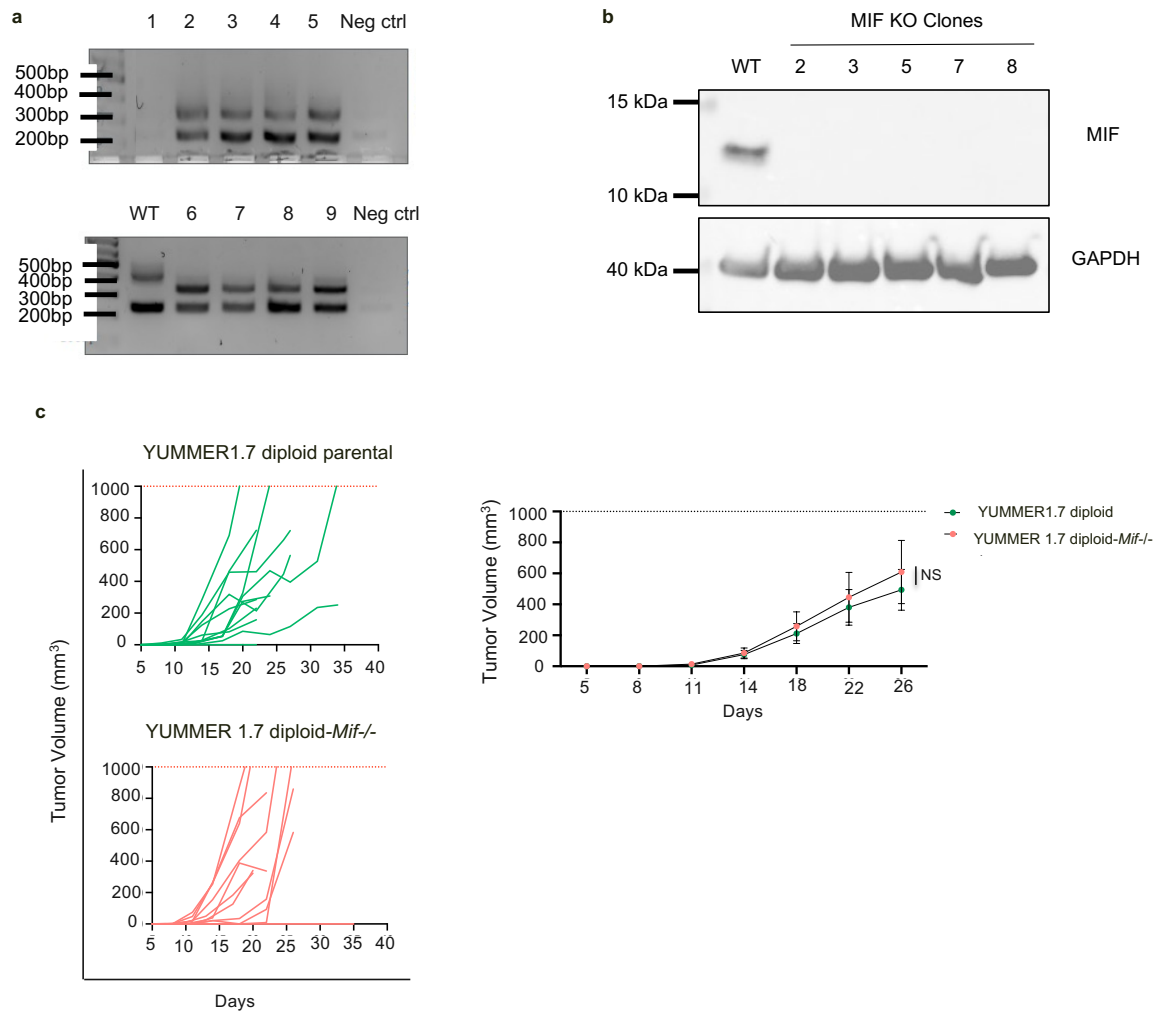

**Supplemental Figure 3. CRISPR knockout of *Mif* in YUMMER1.7 diploid melanoma cells does not impact tumor growth in WT mice.** (a) PCR analysis of genomic DNA from YUMMER1.7 diploid cells confirmed the presence of the expected band sizes corresponding to wild-type (WT, 450bp), *Mif* knockout (350bp), and *Mif* pseudogenes (~250bp). (b) Western blot analysis verified the complete absence of MIF protein in YUMMER1.7 diploid-*Mif*<sup>-/-</sup> cells, indicating successful knockout of *Mif*. (c) Tumor growth comparison between YUMMER1.7 diploid-*Mif*<sup>-/-</sup> and YUMMER1.7 diploid parental tumors implanted in WT mice revealed no significant differences in growth, suggesting that tumor *Mif* loss does not affect tumor growth in this model.

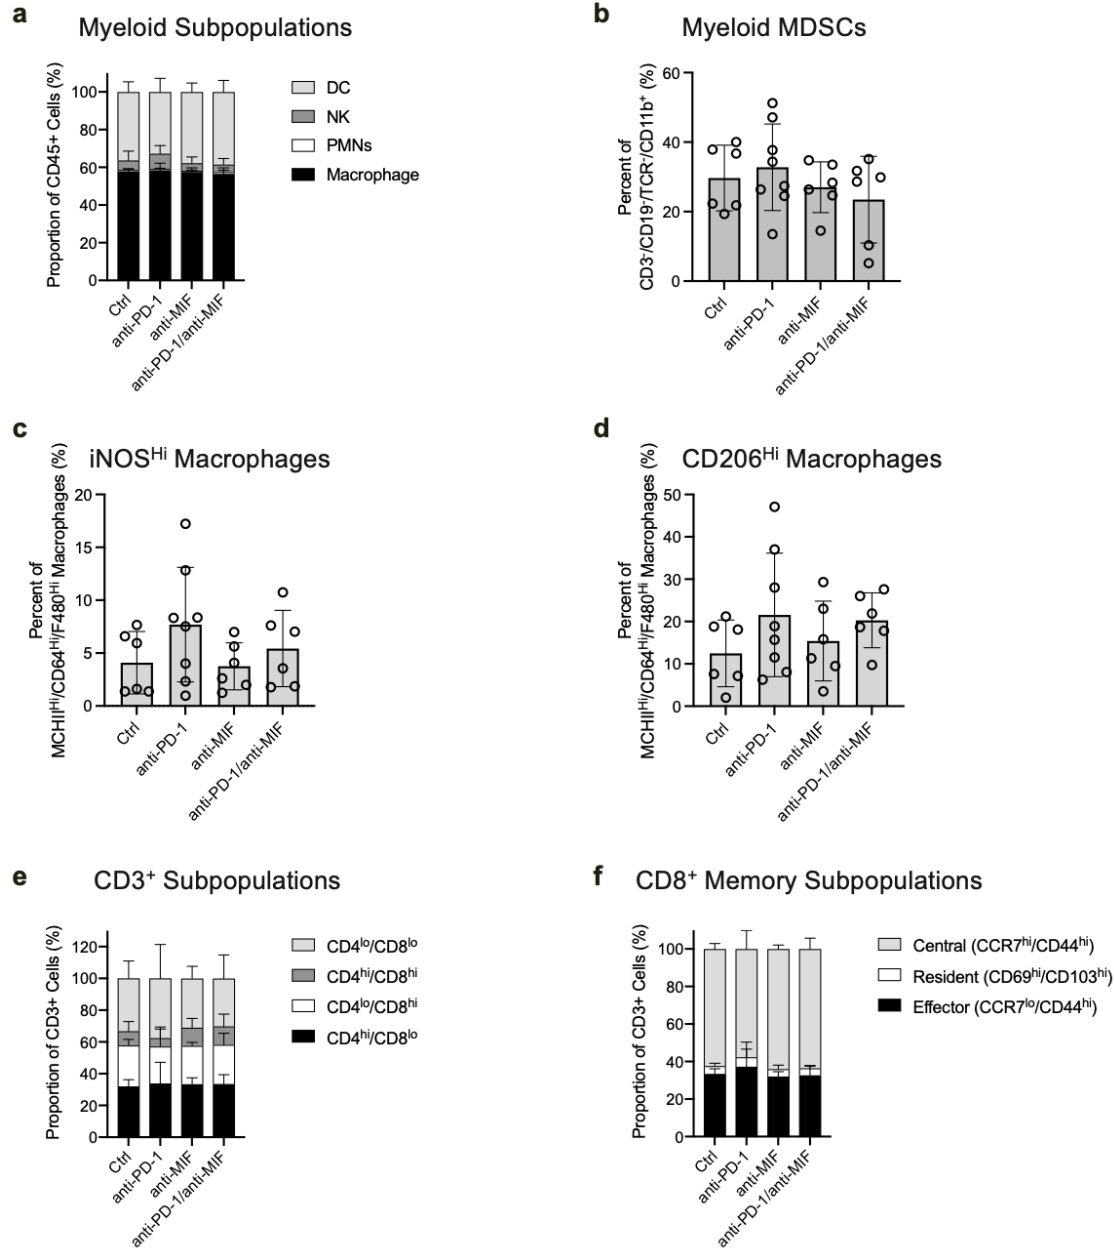

**Supplemental Figure 4. Distribution of intratumoral immune cell subtypes analyzed by flow cytometry.** Flow cytometry analysis of tumor-infiltrating immune cell populations in YUMMER1.7 tumors after two doses of treatment. No significant differences were observed among treatment groups in the frequencies of (a) myeloid cells, (b) MDSCs, (c) M1-like macrophages, (d) M2-like macrophages, (e) CD3<sup>+</sup> T cells, or (f) CD8<sup>+</sup> memory T cell subpopulations ( $p > 0.05$ ).

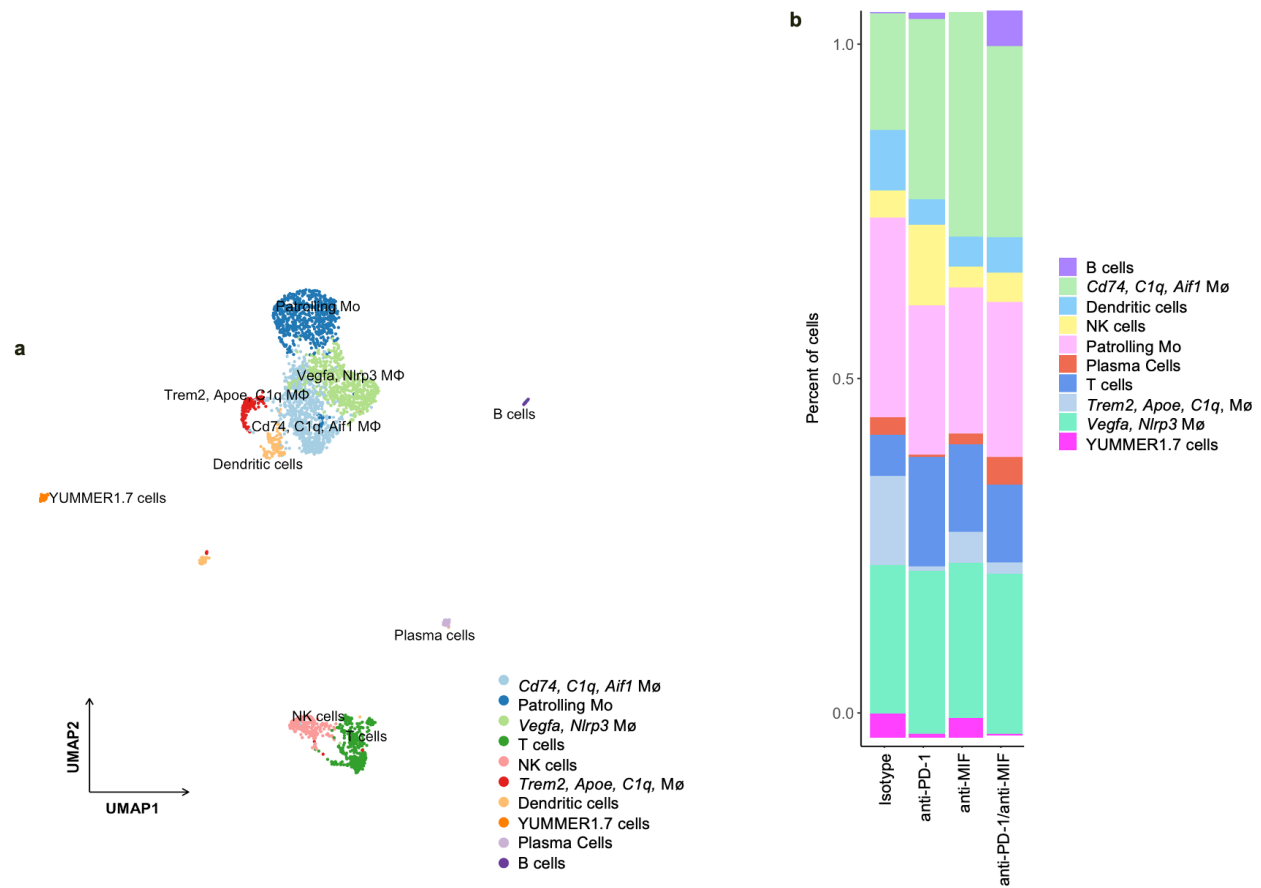

**Supplemental Figure 5. Early Expansion of *Cd74/C1q/Aif1*-Expressing Macrophages in the Tumor Microenvironment Following MIF Treatment.** (a) YUMMER1.7 melanoma cells were subcutaneously injected into mice, followed by a 1-week treatment (2 doses) course. Tumors were then harvested for scRNA-seq analysis. Unsupervised clustering identified 10 distinct cell populations across different treatment groups, with myeloid cells comprising the majority of immune cells in the TME. (b) Anti-MIF containing groups showed a significant expansion of a macrophage population characterized by *Cd74*, *C1q*, and *Aif1* expression compared to other treatment groups.

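In the short cohort, Cd74/C1q/Aif1-like macrophages were 122 of 745 cells in the isotype arm (16.4%, exact 95% interval 13.8% to 19.2%), 353 of 1370 with anti–PD-1 (25.8%, 23.5% to 28.2%), 172 of 556 with anti-MIF (30.9%, 27.1% to 35.0%) and 119 of 448 with anti–PD-1/anti-MIF (26.6%, 22.5% to 30.9%). The share was 14.6 percentage points higher with anti-MIF than with isotype. With anti–PD-1/anti-MIF it was 0.80 points higher than with anti–PD-1, a difference within the counting intervals of both arms. Among thinned monocyte- and macrophage-like cells of the named clusters, the share with a UMI of Cd74, of a C1q gene and of Aif1 was 16.5% in the isotype arm, 16.2% with anti–PD-1, 12.6% with anti-MIF and 13.6% with anti–PD-1/anti-MIF. Thinning left out 41, 25, 29 and 14 shallower cells, and without it the shares were 25.6%, 23.1%, 21.4% and 20.5%. Of thinned CD8 T-like cells, 0.69% with anti–PD-1 and 0% in the other arms carried the 3 markers.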

**Supplemental Table 1. Flow Antibodies**

| <b>Color</b> | <b>Antibody</b> | <b>Company</b> | <b>Catalog</b> | <b>Clone</b> | <b>Dilution</b> |
|--------------|-----------------|----------------|----------------|--------------|-----------------|
| BUV395       | F4/F80          | BD             | 565614         | T45-2342     | 1:100           |
| AmCyan       | Live/Dead       | Thermo Fisher  | L34965         |              | 1:100           |
| BUV737       | Cd3             | BD             | 612803         | 17A2         | 1:100           |
| BUV737       | Cd19            | Invitrogen     | 367-0193-80    | 1D3          | 1:50            |
| Pacific Blue | Aif1            | CellSignaling  | 84037S         | E4O4W        | 1:100           |
| AF488        | Cd74            | Biolegend      | 151006         | CLIP         | 1:100           |
| PE-Cy5.5     | Cd45            | Invitrogen     | 35-0451-80     | 30-F11       | 1:50            |
| PE           | C1q             | BD             | 569965         | RmC7H8       | 1:100           |

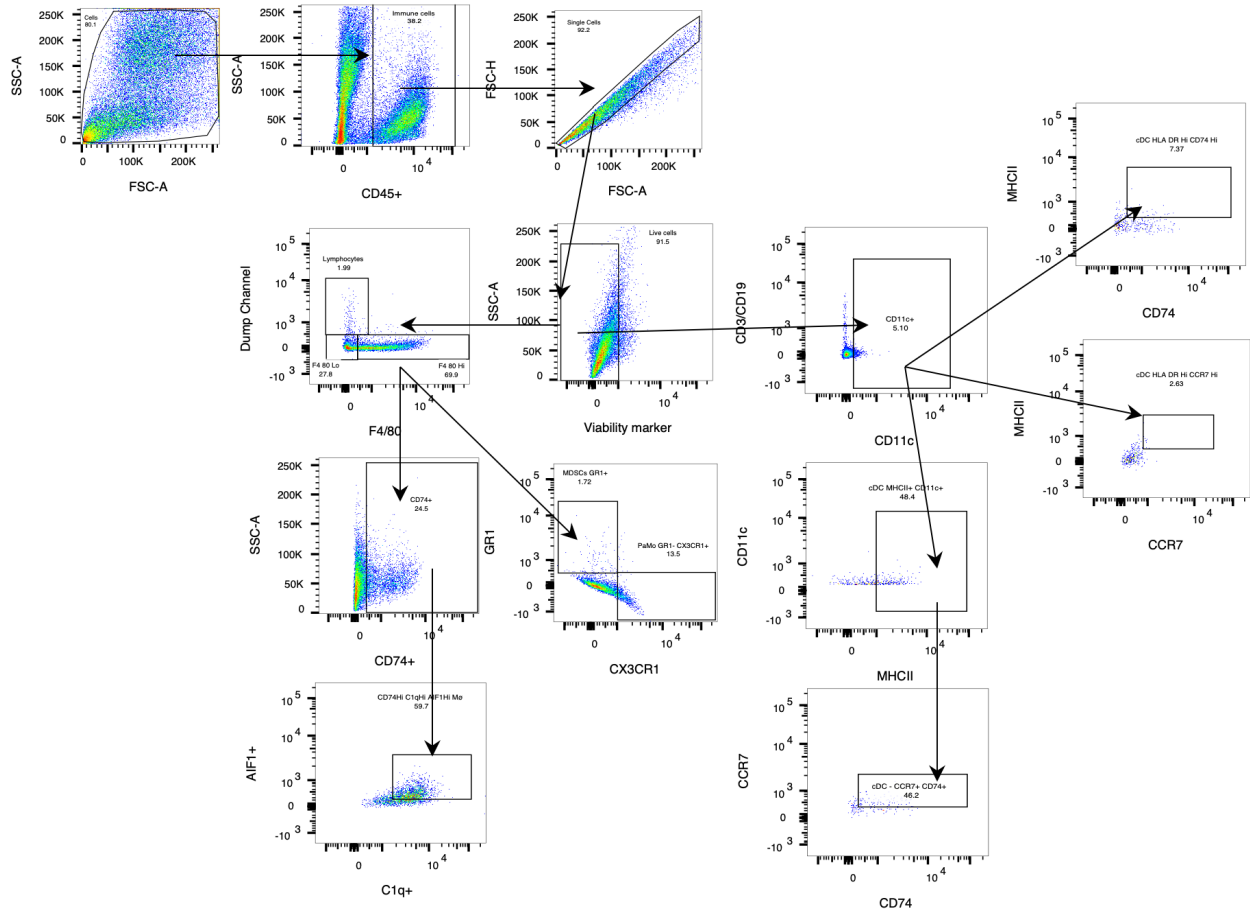

**Supplemental Figure 6. Flow Gating Strategy of YUMMER1.7 Tumor Infiltrating Myeloid Populations. Example gating of macrophage and dendritic cells.**

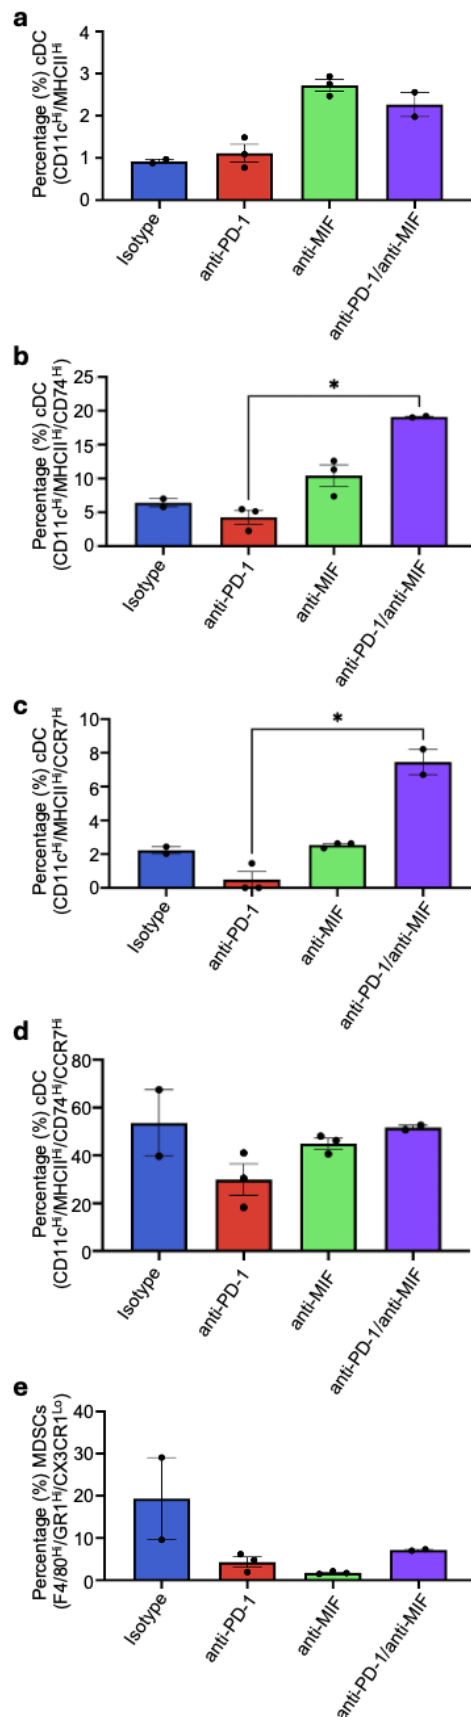

**Supplemental Figure 7. Flow Validation of YUMMER1.7 Tumor Infiltrating Populations in the Long Treatment Cohort.** (a) Anti-MIF containing therapies showed a non-significant trend towards increased conventional dendritic cells (cDCs). (b) Combined anti-PD-1/anti-MIF treatment resulted in a higher percentage of CD74<sup>Hi</sup> expressing cDCs compared to anti-PD-1 therapy alone. (c) Combined anti-PD-1/anti-MIF treatment resulted in a higher percentage of CCR7<sup>Hi</sup> expressing cDCs compared to anti-PD-1 therapy alone. (d) Combined anti-PD-1/anti-MIF treatment did not result in a higher percentage of dual CD74<sup>Hi</sup>/CCR7<sup>Hi</sup> cDCs compared to anti-PD-1 therapy alone, consistent with scRNA sequencing results. (e) A non-significant trend towards decreased MDSCs was seen with anti-PD-1 and/or anti-MIF therapy compared to isotype control. Statistical significance is denoted as \*p<0.05.

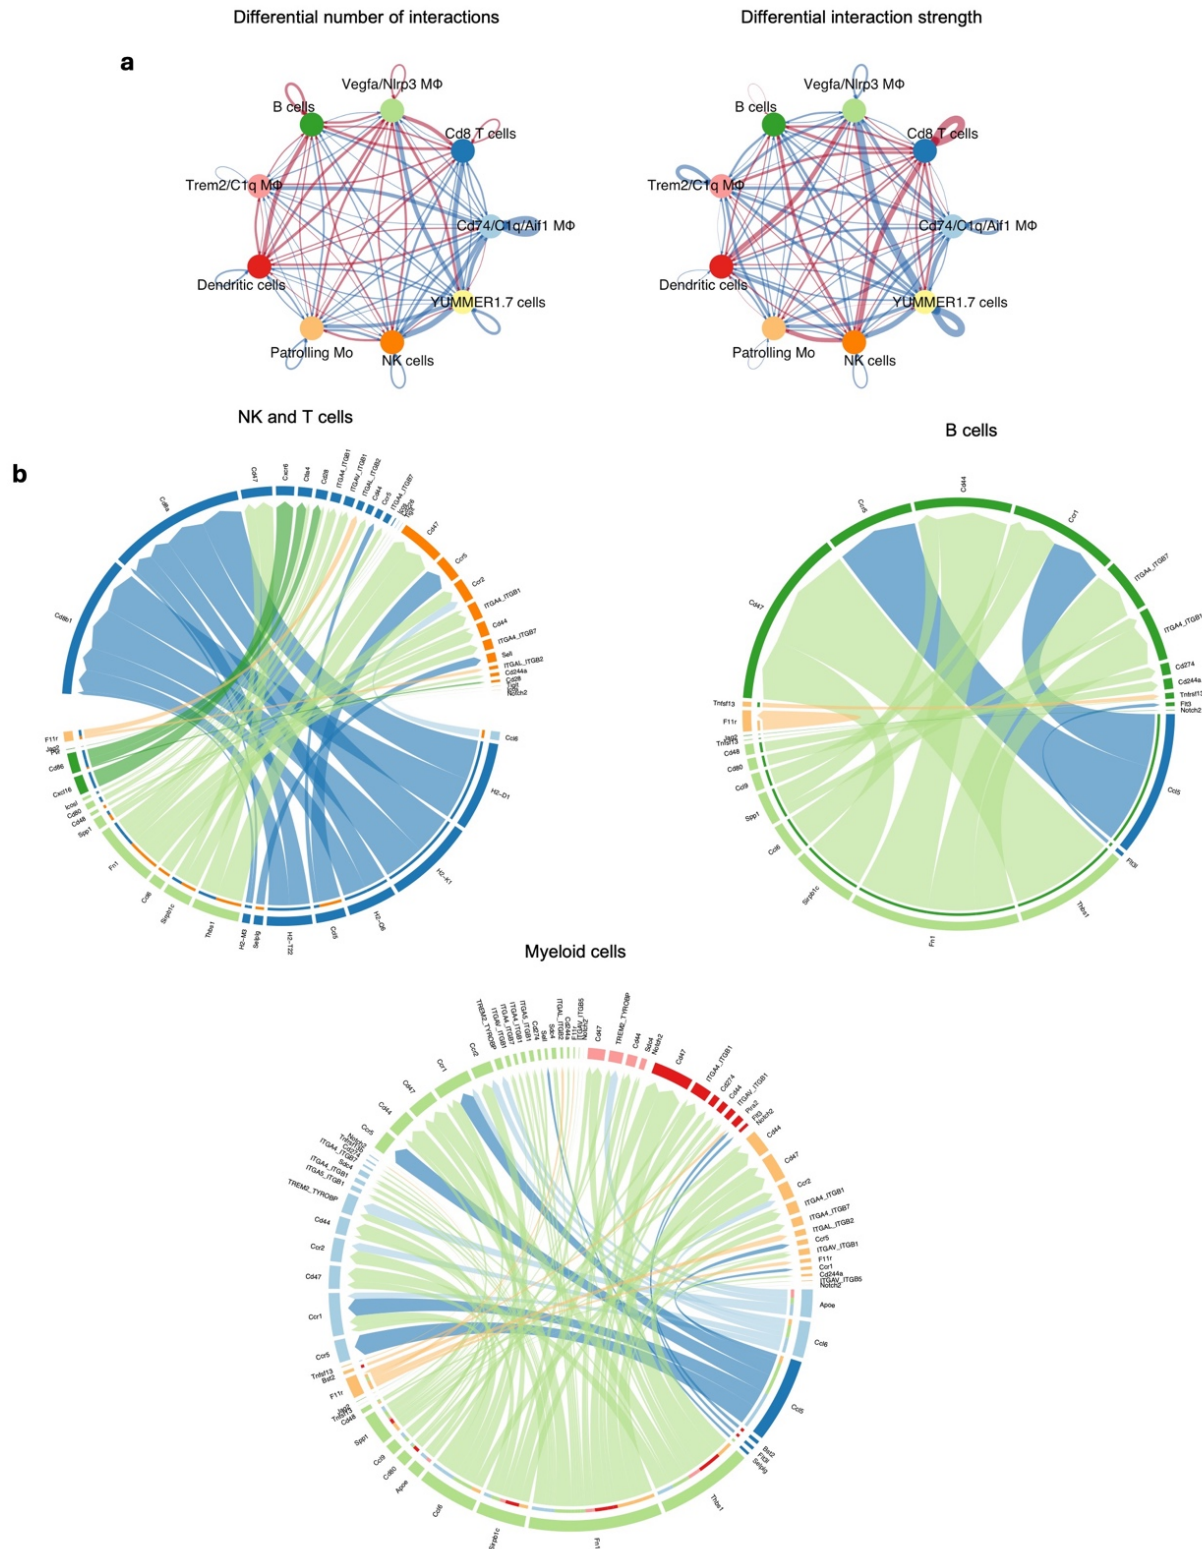

**Supplemental Figure 8. Key changes in immune cell interactions and signaling dynamics in the TME upon anti-PD-1/anti-MIF treatment.** (a) Network diagrams showing the differential number of interactions (left) and interaction strength (right) among various immune cell types in

the tumor microenvironment (TME) between anti-PD1 and anti-PD1/anti-MIF treatment groups. Red lines indicate increased interactions, while blue lines indicate decreased interactions in the anti-PD1/anti-MIF treatment group compared to the anti-PD1 group. (b) Specific signaling changes in key immune cell types under anti-PD1/anti-MIF compared to anti-PD1 treatments.

## Supplemental methods

### 1. CRISPR/Cas9-Mediated *Mif* Knockout in YUMMER1.7 Diploid cells

Since YUMMER1.7 is tetraploid, deletion of *Mif* was accomplished using a diploid clone of the line. Knockout of *Mif* in YUMMER1.7 diploid cells (YUMMER1.7 diploid-*Mif*<sup>-/-</sup>) was performed using a CRISPR/Cas9 system and the following sgRNA sequences (Synthego):

5'-GUGUGCCGGCGGGUGGCGGC-3'  
3'-UCCUCCCUGCAAACCUGUGC-5'

YUMMER1.7 diploid cells at 70-80% confluency were transfected using the Lonza SF Cell Line nucleofection kit (Cat #V4XC-2032). Briefly, cells were resuspended in SF Cell Line solution and mixed with Cas9/sgRNA complex or control reagents. The nucleofection was carried out using the DJ-110 program on the Lonza Nucleofector following the manufacturer's instruction for B16 cells. Post-electroporation, cells were transferred to pre-warmed media, incubated for 10 minutes, and then plated in 24-well plates for subsequent analysis.

Monoclonal YUMMER1.7 diploid-*Mif*<sup>-/-</sup> cell lines were generated using limiting dilution. Cells were cultured in DMEM supplemented with 10% FBS, 1% antibiotic-antimycotic (A/A), and 1% non-essential amino acids (NEAA), and maintained at 37°C in a humidified incubator with 5% CO<sub>2</sub>. The successful knockout of *Mif* was confirmed by PCR, demonstrating the deletion of the target gene segment, and by western blot analysis, confirming the absence of MIF protein expression (Supplemental Fig. 3A,B). Clone 7, validated through these assays, was selected for use in subsequent experiments.

### 2. Single-cell RNA sequencing

The Cell Ranger(1) (version 7.1.0, 10x Genomics) pipeline was used to process the raw single cell RNA sequencing (scRNA-seq) data including alignment to the mouse reference genome, mm10, transcript quantification and generation of gene-cell matrices. The resulting filtered gene-cell count matrices were further analyzed using the R (version 4.3.2) based Seurat(2) package (version 5.1.0) package, following the standard Seurat analysis pipelines for pre-processing, normalization, scaling, dimension reduction and clustering.

Cells were demultiplexed using hashtag oligo (HTO) enrichment(3), after which doublets and negatives were removed. Cells with greater than 5000 or less than 200 unique features, and cells with greater than 5% mitochondrial counts were filtered out. 1671 cells remained after pre-processing and filtering. 

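In the deposited long cohort, HTODemux called 425 of 2516 barcodes hashtag doublets and 24 negative, and 2067 carried a single hashtag. Of these, 1745 carried the hashtag of 1 of the 4 arms of the paper and 322 cells with a further hashtag passed the filters but were left out. The gene limits removed 40 cells and the mitochondrial limit 34, and 1671 cells remained. Of the short cohort, 626 of 4987 barcodes were doublets and 176 negative. Of 3181 cells from the 4 arms, the gene limits removed 3 and the mitochondrial limit 59, and 3119 remained. Between 1700 and 1865 cells of the long cohort remained under the other demultiplexing and filter settings tried.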

Gene expression for each cell was normalized and log transformed. Each feature was scaled to a mean of 0 and by the standard deviation for each feature.

Dimension reduction was performed with Principal Component Analysis (PCA) and Uniform Manifold Approximation and Projection (UMAP)(4,5), using 30 principal components. The cells were embedded in a K-nearest neighbor graph, after which clustering was performed using the Louvain(6) community detection algorithm with a resolution of 0.4.

Differentially expressed genes (DEGs) were identified using DESeq2(7) (version 1.41.2). P values were adjusted using the Benjamini-Hochberg(8) method. The EnhancedVolcano(9) (version 1.20.0) package was used to visualize DEGs. The dttoseq(10) (version 1.14.2) package was utilized to determine cluster proportions across treatment groups and to generate stacked bar plots. Clusters were annotated using DEGs and known canonical markers.

A myeloid cell subset was created for further analysis. Scaling, dimension reduction, clustering with a resolution of 0.6 and differential gene expression analysis was performed as above. Clusters were annotated using DEGs.

Gene Set Enrichment Analysis (GSEA)(11) and Over-Representation Analysis (ORA) were performed using the clusterProfiler(12) (version 4.10.1) package to identify enriched biological processes and pathways. GSEA and ORA were performed using gene sets from Gene Ontology(13,14) Biological Processes (GO BP) and KEGG(15,16) (Kyoto Encyclopedia of Genes and Genomes) databases. For ORA, a  $\log_2(\text{fold change}) > 0.5$  was used as the cut-off for upregulated genes.

Gene sets comprised of *Mif* associated genes and anti-apoptosis genes were created. Module scores for expression of these gene sets as well as the 'KEGG Antigen Processing and Presentation' gene set were calculated for each cluster using Seurat. Kruskal-Wallis testing was performed for statistical comparison of module scores using the ggpubr(17) (version 0.6.0) package.

Cell-cell communication analysis was performed using the CellChat(18) (version 2.1.2) package using the standard pipeline. Cell communication was inferred from putative ligand-receptor interactions. Cell types with fewer than 5 cells per treatment condition were excluded. Comparative and differential ligand-receptor expression analysis was performed between the anti-PD1-MIF and anti-PD1 treatment groups. Transcription factor activity inferential analysis was performed using the python package decoupler (version 1.7.0)(19,20).

#### References:

1. Zheng GXY, Terry JM, Belgrader P, Ryvkin P, Bent ZW, Wilson R, et al. Massively parallel digital transcriptional profiling of single cells. Nat Commun. 2017 Jan 16;8:14049.
2. Hao Y, Stuart T, Kowalski MH, Choudhary S, Hoffman P, Hartman A, et al. Dictionary learning for integrative, multimodal and scalable single-cell analysis. Nat Biotechnol. 2024 Feb;42(2):293–304.
3. Stoeckius M, Zheng S, Houck-Loomis B, Hao S, Yeung BZ, Mauck WM, et al. Cell Hashing with barcoded antibodies enables multiplexing and doublet detection for single cell genomics. Genome Biol. 2018 Dec;19(1):224.
4. McInnes L, Healy J, Melville J. UMAP: Uniform Manifold Approximation and Projection for Dimension Reduction [Internet]. arXiv; 2018 [cited 2024 Jul 16]. Available from: <https://arxiv.org/abs/1802.03426>

5. Becht E, McInnes L, Healy J, Dutertre CA, Kwok IWH, Ng LG, et al. Dimensionality reduction for visualizing single-cell data using UMAP. *Nat Biotechnol*. 2018 Dec 3;
6. Blondel VD, Guillaume JL, Lambiotte R, Lefebvre E. Fast unfolding of communities in large networks. *J Stat Mech*. 2008 Oct 9;2008(10):P10008.
7. Love MI, Huber W, Anders S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol*. 2014;15(12):550.
8. Benjamini Y, Hochberg Y. Controlling the False Discovery Rate: A Practical and Powerful Approach to Multiple Testing. *Journal of the Royal Statistical Society: Series B (Methodological)*. 1995 Jan;57(1):289–300.
9. Kevin Blighe, Sharmila Rana, Myles Lewis. EnhancedVolcano: Publication-ready volcano plots with enhanced colouring and labeling. R package version 1.12.0 [Internet]. Available from: <https://github.com/kevinblighe/EnhancedVolcano>
10. Bunis DG, Andrews J, Fragiadakis GK, Burt TD, Sirota M. dittoSeq: universal user-friendly single-cell and bulk RNA sequencing visualization toolkit. *Bioinformatics*. 2021 Apr 1;36(22–23):5535–6.
11. Subramanian A, Tamayo P, Mootha VK, Mukherjee S, Ebert BL, Gillette MA, et al. Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. *Proc Natl Acad Sci U S A*. 2005 Oct 25;102(43):15545–50.
12. Wu T, Hu E, Xu S, Chen M, Guo P, Dai Z, et al. clusterProfiler 4.0: A universal enrichment tool for interpreting omics data. *Innovation (Camb)*. 2021 Aug 28;2(3):100141.
13. Ashburner M, Ball CA, Blake JA, Botstein D, Butler H, Cherry JM, et al. Gene Ontology: tool for the unification of biology. *Nat Genet*. 2000 May;25(1):25–9.
14. The Gene Ontology Consortium, Aleksander SA, Balhoff J, Carbon S, Cherry JM, Drabkin HJ, et al. The Gene Ontology knowledgebase in 2023. Baryshnikova A, editor. *GENETICS*. 2023 May 4;224(1):iyad031.
15. Kanehisa M. KEGG: Kyoto Encyclopedia of Genes and Genomes. *Nucleic Acids Research*. 2000 Jan 1;28(1):27–30.
16. Kanehisa M, Furumichi M, Sato Y, Kawashima M, Ishiguro-Watanabe M. KEGG for taxonomy-based analysis of pathways and genomes. *Nucleic Acids Research*. 2023 Jan 6;51(D1):D587–92.
17. Kassambara A. ggpubr: “ggplot2” Based Publication Ready Plots [Internet]. Available from: <https://CRAN.R-project.org/package=ggpubr>
18. Jin S, Plikus MV, Nie Q. CellChat for systematic analysis of cell-cell communication from single-cell and spatially resolved transcriptomics [Internet]. 2023 [cited 2024 Jul 16]. Available from: <http://biorxiv.org/lookup/doi/10.1101/2023.11.05.565674>

19. Badia-i-Mompel P, Vélez Santiago J, Braunger J, Geiss C, Dimitrov D, Müller-Dott S, et al. decoupleR: ensemble of computational methods to infer biological activities from omics data. Kuijjer ML, editor. *Bioinformatics Advances*. 2022 Jan 10;2(1):vbac016.
20. Türei D, Valdeolivas A, Gul L, Palacio-Escat N, Klein M, Ivanova O, et al. Integrated intra- and intercellular signaling knowledge for multicellular omics analysis. *Molecular Systems Biology*. 2021 Mar;17(3):e9923.

# Supplementary material for: Improving immunotherapy responses by dual inhibition of macrophage migration inhibitory factor and PD-1
**Source:** JCI Insight. 2025 Oct 22;10(20):e191539. doi: 10.1172/jci.insight.191539
**Supplement:** Unedited blot and gel images

# Supplemental Figure 3. CRISPR knockout of *Mif* in YUMMER1.7 diploid melanoma cells does not impact tumor growth in WT mice

(a) PCR analysis of genomic DNA from YUMMER1.7 diploid cells confirmed the presence of the expected band sizes corresponding to wild-type (WT, 450bp), *Mif* knockout (350bp), and *Mif* pseudogenes (~250bp).

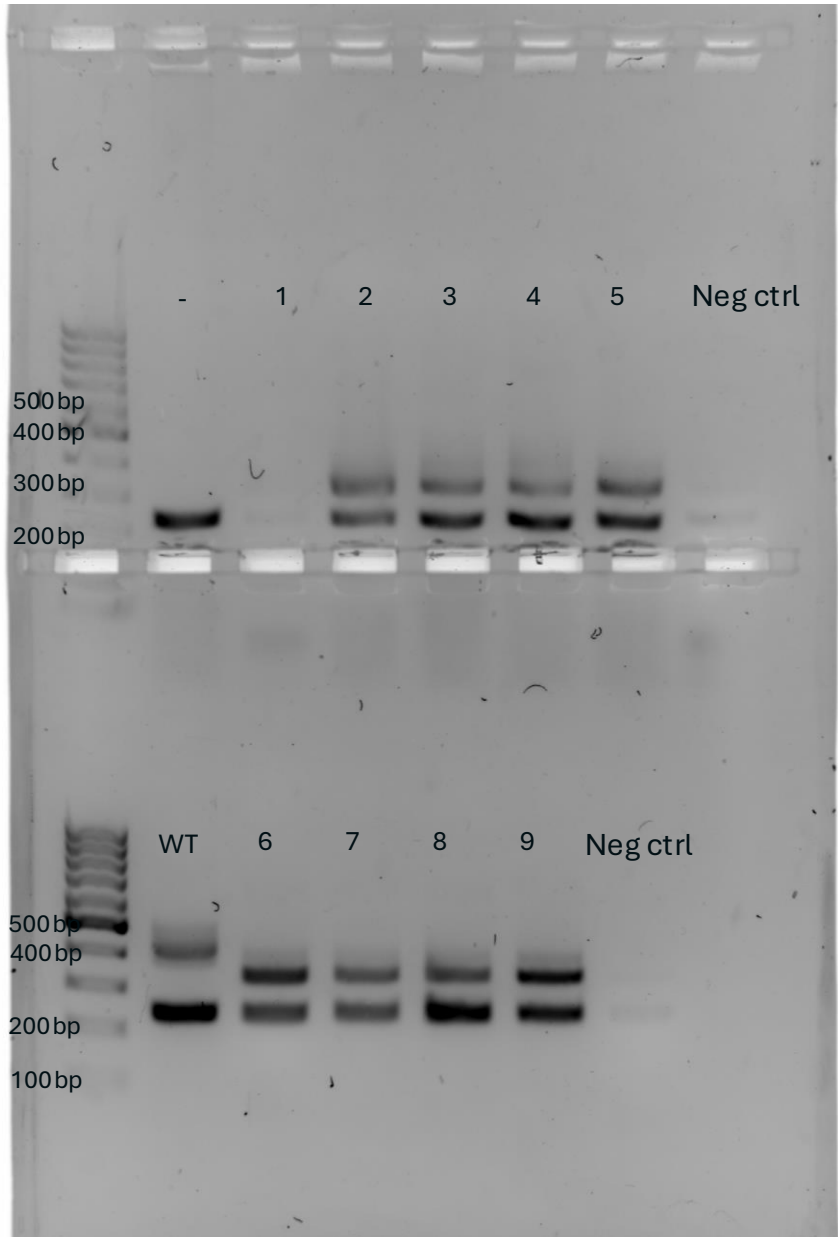

(b) Western blot analysis verified the complete absence of MIF protein in YUMMER1.7 diploid-*Mif*<sup>-/-</sup> cells, indicating successful knockout of *Mif*.

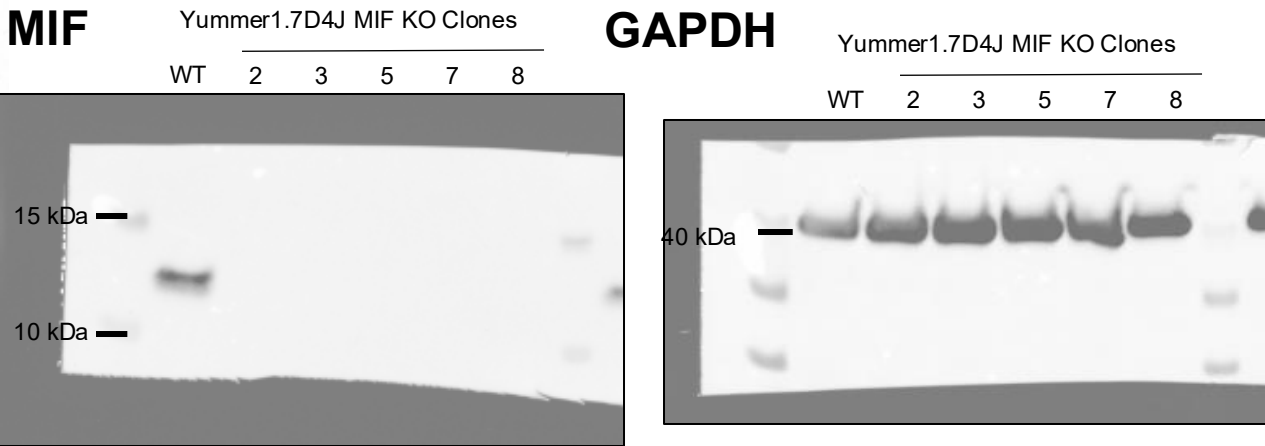

| Antibody                    | Catalog                    | Dilution          | Antibody                | Catalog                    | Dilution          |
|-----------------------------|----------------------------|-------------------|-------------------------|----------------------------|-------------------|
| Rabbit anti-MIF (E7T1W) mAb | Cell Signaling, Cat#87501  | 1:10,000 dilution | Mouse GAPDH (D4C6R) mAb | Cell Signaling, Cat #97166 | 1:10,000 dilution |
| Anti-rabbit HRP             | Cell Signaling, Cat #7074S | 1:1,000 dilution  | Anti-mouse HRP          | Cell Signaling, Cat #7076S | 1:1,000 dilution  |

**Figure. 1. Anti-PD-1/anti-MIF improves survival and tumor responses.**

(i) MIF levels were detected in cell lysate of YUMMER1.7 and MC38 cells

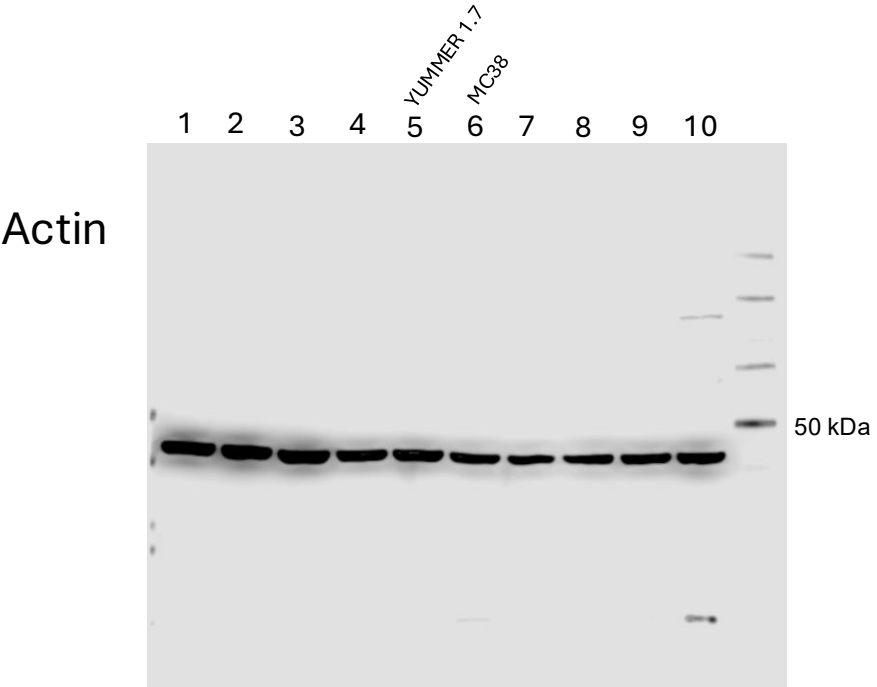

| Antibody             | Catalog                    | Dilution          |
|----------------------|----------------------------|-------------------|
| Mouse anti-actin mAb | Cell Signaling, Cat #3700S | 1:10,000 dilution |
| Anti-mouse HRP       | Cell Signaling, Cat #7076S | 1:1,000 dilution  |

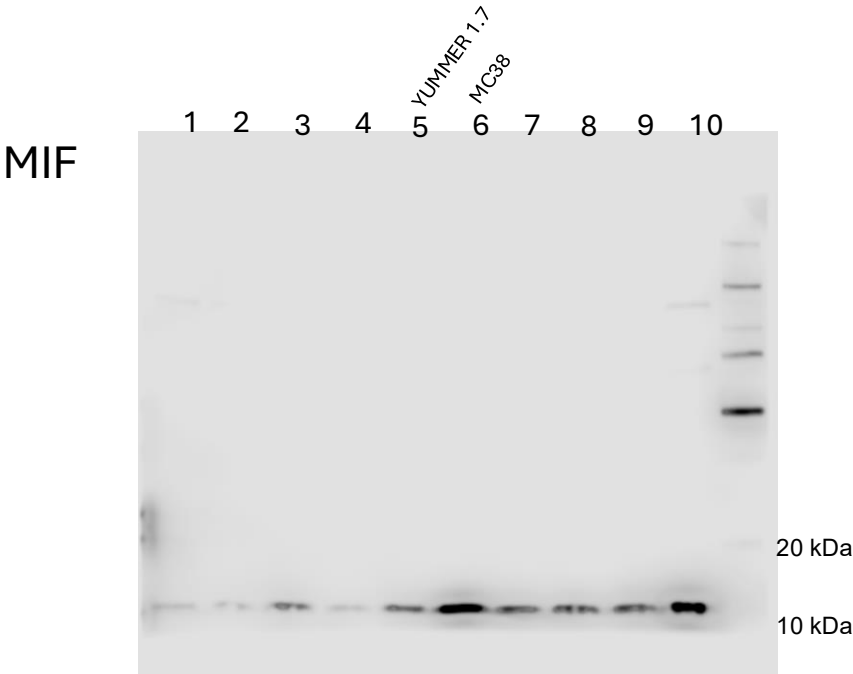

| Antibody                    | Catalog                    | Dilution          |
|-----------------------------|----------------------------|-------------------|
| Rabbit anti-MIF (E7T1W) mAb | Cell Signaling, Cat#87501  | 1:10,000 dilution |
| Anti-rabbit HRP             | Cell Signaling, Cat #7074S | 1:1,000 dilution  |

How the deposited data were processed for this re-analysis (not part of the article)

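The deposited files hold the UMI counts of 2 pooled single-cell RNA-Seq libraries of YUMMER1.7 tumors, 1 from the long treatment cohort (2 weeks, 4 doses, day 21) and 1 from the short treatment cohort (1 week, 2 doses, day 14). Each library pools the treatment arms, which carry hashtag antibodies, and a hashtag library of the same cells was counted with it. The authors aligned the reads to mm10 with Cell Ranger and deposited the filtered matrices. The values are whole numbers of UMIs per gene or hashtag and barcode, without normalization. The version of the annotation is not stated. Gene positions given here are 1-based and come from GENCODE release vM21 on GRCm38, joined by Ensembl identifier.

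Barcodes were assigned to arms with HTODemux of Seurat 5.3.0 in R 4.3.3 at a positive quantile of 0.99, and hashtag doublets and negatives were removed. Cells were kept with at least 200 and at most 5000 genes and at most 5% mitochondrial UMIs, as in the paper. The files hold a 5th hashtag, named for anti–PD-1, MIF and DDT, which the paper does not report. Its cells were left out of every result except where they are named. Doublets within an arm carry a single hashtag and are not removed by this step. Scrublet in scanpy 1.11.5 called 6 of 1671 cells (0.359%) in the long cohort and 4 of 3119 (0.128%) in the short cohort, and they were kept. These few calls do not show that doublets within an arm were rare, since 425 of 2516 barcodes of the long cohort were doublets across hashtags. Free RNA was not subtracted.

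Counts were scaled to 10000 per cell and log transformed. The 2000 most variable genes, 30 principal components and Louvain clustering at resolution 0.4 were used for each cohort, and resolution 0.6 for the myeloid cells alone. Clusters were named by marker lists that were written before the data were examined. A name was given at a mean scaled score of at least 0.5 and with at least 3 markers of the list each detected in a share of 0.1 of the cells of the cluster, and a gene of the name had to lie above the other clusters. The scoring, and the condition on the genes of the name, were settled after the class shares per arm had been looked at. That condition leaves an MHC class II-high, C1q-low cluster of 138 cells in the long cohort and of 110 cells in the short cohort without a name. It held, in the long cohort, 4.90% of cells in the isotype arm, 8.15% with anti–PD-1, 8.42% with anti-MIF and 10.4% with anti–PD-1/anti-MIF, and in the short cohort 4.83%, 3.14%, 3.24% and 2.90%. A second cluster without a name held 5.88%, 13.5%, 6.48% and 9.29% in the long and 5.50%, 2.55%, 3.96% and 3.35% in the short cohort. All names are names of clusters ("like" cells) and rest on RNA alone. Since the clusters were rebuilt, a difference from the study can come from the names.

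Each arm of a cohort is 1 hashtagged sample without a replicate. For a single arm, shares are given with exact Clopper-Pearson 95% intervals, CPM and ratios with exact Poisson and conditional binomial 95% intervals, and no test. These cover counting error only. For the difference with anti-MIF, arms were paired within a cohort (anti-MIF with isotype, anti–PD-1/anti-MIF with anti–PD-1), and 4 pairs were tested by an exact two-sided sign-flip permutation test, which cannot go below p = 0.125. For the genes, UMIs were summed per arm and class and tested with the quasi-likelihood test of edgeR 4.0.16, with filterByExpr, TMM normalization and Benjamini-Hochberg adjustment at 0.05. The model for anti-MIF in Cd74/C1q/Aif1-like macrophages used the 8 arm samples with cohort and anti–PD-1 as additive terms, so the arms serve as replicates of each other. The model for the class against the other myeloid cells used the 4 arms of the long cohort with arm as a block and an absolute log2 fold change above 0.5, the threshold of Figure 6A. The paper's text names a Wilcoxon rank-sum test and its supplemental methods name DESeq2. DESeq2 1.42.0 was run on the same sums as an alternative. The models were tested on simulated data with 200 changed genes. The model for anti-MIF made 5 false calls in 7945 genes and recovered 90.3% of changes of 2 log2 units and 55.7% of changes of 1 unit. The model for the class made 6 false calls in 8377 genes and recovered 98.9% and 64.3%.

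The genes named in the text were fixed by a rule: every gene the paper names for its single-cell results, and the 10 genes with the largest absolute log2 fold change among those past the threshold and changed in the same direction in all 4 pairs or arms. The antigen presentation list of 47 genes was written from general knowledge. Per arm, its score is the average of log2(CPM + 1) over the list. Ligand levels are CPM over the UMIs of a class, where both arms held at least 5 cells. For shares of cells with a UMI, cells were thinned to 2000 UMIs and cells with fewer were left out.

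Alternatives set before the data were examined were another quantile (0.999) and MULTIseqDemux for the hashtags, a mitochondrial limit of 10%, no upper limit on genes, resolutions 0.2 and 0.8, 15 principal components, clustering without the class markers and MHC class II genes, joint clustering of both cohorts, removal of Scrublet doublets, thinning of every cell before clustering, the share of monocyte- and macrophage-like cells, 3 markers in place of the class among cells of the clusters named monocyte- or macrophage-like, DESeq2, DESeq2 size factors, total UMI counts, no filter on low counts, no arm block, the short cohort, clustering and testing on separate random parts of the UMIs, 0.5 each, dendritic-like cells left out, a pseudocount of 10, sums in place of averages, and each pair or arm left out in turn. Leaving out the unnamed MHC class II-high and the proliferating cells beside the dendritic-like cells was added after the data were seen. CellChat, decoupleR and the GO and KEGG collections were not available, so signaling strength, transcription factor activity and gene set enrichment were not computed. The sets of Mif-associated and antiapoptosis genes are not given in the text, and their scores were not computed. Tumor growth, cytokines, flow cytometry and the human genotypes are not part of the deposited sequencing data and are not covered. The paper places the values of its graphs in a supplement, which was not analyzed here.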

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

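The tests on dendritic-like cells, on the unnamed and proliferating cells and on S100a8/S100a9-led cells in this part were chosen after the result was seen, and the tests on the make-up of the class and on depth were set out before it.

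In Cd74/C1q/Aif1-like macrophages, the anti-MIF change was compared between the cohorts by an interaction term in edgeR. Of 8209 genes, 2 passed and 697 had an unadjusted p under 0.05. The anti-MIF change of Cxcl2 was 2.92 log2 units higher in the long than in the short cohort (standard error 0.39, adjusted p = 0.0303), and that of Cd83 was 2.66 higher (standard error 0.36, adjusted p = 0.0303). Cxcl2 changed by 2.68 and 1.81 in the pairs of the long cohort and by -0.79 and -0.84 in those of the short cohort, and Cd83 by 1.78 and 1.36 and by -1.41 and -0.84. In the long isotype arm the genes had only 17 and 11 UMIs. Both were picked out by this test, outside the rule for named genes. If the class differs in make-up between the cohorts, the genes would no longer pass over all monocyte- and macrophage-like cells. There, 0 of 9845 genes passed in edgeR (1032 with an unadjusted p under 0.05, smallest adjusted p = 0.0569), but the differences kept their sign, at 1.05 for Cxcl2 and 2.06 for Cd83. By the criterion set in advance this fall to 0 speaks for a different make-up. The criterion was set aside once the values were seen, because adding other cells would also dilute a change within the class, so the 2 cannot be told apart. Treatment length, day of harvest and library all differ between the cohorts, and the biological difference in treatment length stays open and untested.

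In the same class, the anti-MIF change of Slpi was 4.20 log2 units lower with anti–PD-1 than without it (difference -4.20, standard error 0.51, adjusted p = 0.0275 in edgeR). It was the only 1 of 8209 genes to pass this test, with 268 at an unadjusted p under 0.05. Slpi changed by 1.58 and 1.74 for anti-MIF against isotype and by -2.04 and -2.74 for anti–PD-1/anti-MIF against anti–PD-1, in the long and the short cohort. It rests on 1 UMI in the long isotype arm and on 6 in the long anti–PD-1/anti-MIF arm. Slpi is a leading gene of the S100a8/S100a9-led cells, whose free RNA could reach other droplets. S100a8 had 1.41% of the UMIs that this source would need in the class, which argues against it. An effect of the antibody combination and a chance difference among 8 samples stay open.

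The antigen presentation list of Cd74/C1q/Aif1-like macrophages against the other myeloid cells was lower in 4 of 4 arms of the long cohort and higher in 4 of 4 arms of the short cohort. The cohort means were -0.10 and 0.35 log2 units, a gap of -0.45. A p-value was computed for the gap but is given no weight, since the arms of a cohort share 1 library and 1 clustering and are no replicates of it. Dendritic-like cells among the other myeloid cells (120 in the long and 46 in the short cohort) could raise the level there. With them left out, the gap was -0.43, almost unchanged, which argues against them as its source. The lower level in the long cohort shrank to a mean of -0.039, with -0.037, -0.015, -0.005 and -0.10 in the arms. The criterion written for it asks only whether the arms stay below, which they do, but most of the difference went with these cells, so their part in it cannot be told apart from one of the class itself. With the MHC class II-high unnamed and proliferating cells among the other myeloid cells left out as well, the class was higher in 4 of 4 long arms, with a mean of 0.43, and in 4 of 4 short arms, with a mean of 0.70. The lower level in the long cohort is therefore consistent with a part played by these cells, which were picked out after the values were seen and are high in genes of the list. The gap was still -0.265, with the long arms below all short arms, so they are not its whole source. The sign in the long arms also depends on the scale. With log2(CPM + 10) it was 0.145, 0.009, -0.011 and -0.155, higher in 2 of 4, and without the MHC class II genes and Cd74 it was higher in 1 of 4 (0.04). With the summed CPM of the list the gap was -0.48 and all 8 arms were higher. Treatment length and library remain open for the rest of the gap.

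Of 18 ligand levels measured with anti–PD-1/anti-MIF against anti–PD-1 in both cohorts, 13 moved in opposite directions, and for 9 of these both counting intervals excluded 0 (8 with TMM over the classes, where the interval of Ccl ligands in the Vegfa/Nlrp3-scoring cluster includes 0). The difference between the cohorts was not tested, since each cohort has 1 sample per arm. The 9 are Ccl ligands, Ccl5 and H2-D1 in CD8 T-like cells and Ccl ligands, Thbs1, Ccl6, Ccl9, Apoe and Spp1 in the Vegfa/Nlrp3-scoring myeloid cluster. That cluster carries different names in the cohorts, but the CD8 T-like cells do not. Variation between samples, library and treatment length cannot be separated in this design, and no explanation was tested.

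The cells of the 5th hashtag, whose name gives anti–PD-1, MIF and DDT and which the paper does not report, were clustered with the others. Of its cells in the short cohort, 25.2% (250 of 993) were Cd74/C1q/Aif1-like, with an exact 95% interval of 22.5% to 28.0%, against 18.4% in the isotype arm (15.7% to 21.4%). Of 322 cells in the long cohort 2.48% were, against 4.90% in the isotype arm. In the short cohort this is above the isotype arm only, with 32.5% in the anti–PD-1 arm, 32.4% with anti-MIF and 29.2% with anti–PD-1/anti-MIF, and in the long cohort these arms had 2.82%, 32.0% and 15.6%. The share of thinned monocyte- and macrophage-like cells with Cd74, a C1q gene and Aif1 was 9.49% with this hashtag in the short cohort and 16.4% in the isotype arm, and without thinning 16.3% and 25.4%. The marker share stayed on the same side of the isotype arm after thinning, which by the criterion set in advance speaks against depth. That criterion was set aside once the values were seen, because the marker share ran against the cluster share before thinning already. A difference in depth therefore cannot be told apart from one in the class. No replicate exists, and the treatment behind the hashtag is known from its name alone.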

How the results depend on the processing

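The choice of alternatives was made before the data were examined, except for counting the Trem2/Apoe/C1q-like cells or the MHC class II-high, C1q-low cluster in the class, the Trem2/Apoe/C1q-like cells with thinning, the 5th hashtag in the clustering, the Trem2/Apoe/C1q-like cells counted in the class for the gene test, the unnamed and proliferating cells left out beside the dendritic-like cells, the alternatives for the class among myeloid cells and for the list in Ccr7 dendritic-like cells against other myeloid cells, and the summed list without the MHC class II genes and Cd74, which were chosen after seeing the data. The naming condition for clusters was also settled after the class shares had been looked at.

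The mean anti-MIF difference in the Cd74/C1q/Aif1-like share was positive under 12 of 13 alternatives, between 7.03 and 17.5 percentage points, against 11.6. It reversed to -0.43 points with every cell thinned before clustering. The cause was not tested further than by counting both C1q-high classes together, and there the mean was 8.07 points, higher in 2 of 4 pairs. With each pair left out it lay between 8.78 and 15.1. No design with 4 pairs can pass 0.05, so p says nothing about stability. Single pairs reversed more often than the mean. The pair of anti–PD-1/anti-MIF against anti–PD-1 in the short cohort, at 0.80 points, turned to -2.46 in clustering without the class markers and MHC class II genes, to -2.57 with 3 markers in place of the class, to -3.24 with the 5th hashtag, to -3.66 with every cell thinned, to -4.87 at the stricter hashtag quantile and to -0.43 with 15 principal components. The short pair of anti-MIF against isotype turned to -3.96 with 3 markers, and the long pair of anti–PD-1/anti-MIF against anti–PD-1 to -3.98 with every cell thinned. No mean could be had at the stricter hashtag quantile and with 15 principal components, where the long cohort had no cluster named for the class, and at resolution 0.2, where the short cohort had none. The cohort that had one gave 4.28 points (short), 6.26 (short) and 22.1 (long). With no upper limit on genes, no mean for the class was computed. There, cells named for either C1q-high class differed by 10.3 points, higher in 4 of 4 pairs.

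The myeloid share of the long cohort, 67.4%, was 61.7% at the stricter hashtag quantile, 62.9% with MULTIseqDemux and 75.4% without an upper limit on genes. Without that limit 1708 cells were kept in place of 1671. The added cells are too few to give the move, so cells kept in both settings changed between myeloid and other clusters. The cause was not tested.

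For anti-MIF in the class, 0 genes passed in edgeR (199 at an unadjusted p under 0.05) and in DESeq2 (91). Under 8 of 9 alternatives and with each of 8 arms left out the count was 0. Without a filter on low counts 12 passed, with 16188 genes tested in place of 8209. A count of 0 is reached by any split of the arms, 33 of 33, so the splits decide nothing here and chance cannot be excluded. Of them 5 gave any gene, up to 21. In simulated data the model recovered 90.3% of changes of 2 log2 units and 55.7% of changes of 1 unit, so smaller changes can be missed.

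For the class against the other myeloid cells, 1065 genes passed. The count was 679 with no replicate block (no arm block), 1658 in the short cohort, 633 with the dendritic-like cells left out (578 shared with the 1065) and 326 with the unnamed and proliferating cells left out too (181 shared). With each arm left out it lay between 706 (without anti–PD-1/anti-MIF) and 1107 (without isotype). With clusters drawn from a random share of the UMIs and the test on the rest it was 1318. The real grouping was the only one of the 8 that part all pairs to give any gene, 1 of 8, so these splits alone cannot exclude chance. The 24 splits that part fewer pairs gave 0 genes each. In simulated data the model made 6 false calls in 8377 genes. These values and the 1658 genes of the short cohort (618 shared) argue against chance as the source of the 1065 genes as a set. Among the named genes, several changed direction in this comparison. Bcl2a1b in the short cohort was at 0.68, Ccl5 at 0.59, Ccl6 at -0.80, Ccl9 at -0.65, Ciita at 1.09 and H2-Q6 at 0.56. With the dendritic-like cells left out Bcl2a1b was at 0.59, Ccl5 at 1.33, Cd80 at 0.11 and H2-Q6 at 0.26, and with the unnamed and proliferating cells left out too Ccl5 was at 1.55, Cd80 at 0.17, Ciita at 1.42 and H2-Q6 at 0.90. The cause was not tested.

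The antigen presentation list in the class was 0.12 higher on average and 0.58 higher as summed CPM, where the class is favored by Cd74 and the MHC class II genes it was named on. Without Cd74 and all MHC class II genes of the list, 9 genes together, the sum was 0.245 higher, in 8 of 8 arms (exact sign-flip permutation test, p = 0.0078 for both sums). Of these 9 genes, H2-Oa, H2-Ob and H2-DMb2 did not name the class. The averaged list was 0.17 higher with log2(CPM + 10), in 6 of 8 arms, and 0.06 higher at resolution 0.8. A sum follows the few most abundant genes, an average follows all. The sign-flip tests over 8 arms treat arms that share a library as independent. With each arm left out the mean lay between 0.08 and 0.17. In Ccr7 dendritic-like cells the anti-MIF difference of -0.19 stayed between -0.19 and -0.01 in 5 of 5 alternatives. With each pair left out it lay between -0.369 and 0.091, the latter without anti-MIF against isotype of the short cohort, whose anti-MIF arm held 6 such cells. Against the other myeloid cells, the list in Ccr7 dendritic-like cells was at -0.31 and passed (exact sign-flip permutation test, p = 0.0391). It reversed to 0.21 as summed CPM and to 0.50 as summed CPM without the MHC class II genes and Cd74, and no longer passed at -0.23 without these genes and at -0.14 with log2(CPM + 10). With an arm left out it lay between -0.383 and -0.202 and no longer passed in 5 of 8 cases, at -0.289 without long isotype, -0.317 without long anti–PD-1, -0.283 without long anti-MIF, -0.202 without short anti-MIF and -0.33 without short anti–PD-1/anti-MIF.

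The ligand levels were taken from the paper's results on the same long arms, so their tally there is not independent evidence. Of these levels, 19 of 23 moved as the paper gives for signaling, 19 with TMM and 18 with MULTIseqDemux, where Cxcl ligands in S100a8/S100a9-led cells turned to 0.49. Without the 5 levels of those cells it was 16 of 18 in each of these, and 5 of 18 in the short cohort. There the log2 ratio was -0.97 for Ccl ligands, -0.997 for Ccl5, -0.14 for H2-K1, -0.19 for H2-D1 and -0.10 for H2-T22 in CD8 T-like cells, 0.092 for Cxcl ligands in Ccr7 dendritic-like cells, and -1.61 for Ccl ligands, -0.17 for Thbs1, -0.87 for Ccl6, -0.88 for Ccl9, -0.42 for Apoe and -0.45 for Spp1 in the Vegfa/Nlrp3-scoring cluster. The cause was not tested.

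Depth limits the rare classes. The long isotype arm held 14 Cd74/C1q/Aif1-like cells and Ccr7 dendritic-like cells numbered 6 to 75 per arm, so small changes there were not detectable.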

Differences from the paper's values

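The alternatives counted in this part were set before the data were examined, except where a sentence says otherwise. The clusters were rebuilt, and the paper's values come from its own clusters and names.

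In the long cohort, the paper shows Cd74/C1q/Aif1 macrophages at about 13% of cells in the isotype arm in Fig. 4D, read by eye, and the value here is 6.86%. The values differ under all 8 alternatives with a value, at resolution 0.2 with 22.1%, above the value of the paper. With anti–PD-1 the paper shows about 14% in Fig. 4D, read by eye, and the value here is 9.09%. With Scrublet doublets removed (9.46%) and with every cell thinned (18.1%) the values lie within 1.5 times of each other and no longer count as different, the first by a small margin. They count as different under the other 6, at resolution 0.2 with 32.9%, above the value of the paper. With anti-MIF the paper shows about 41% in Fig. 4D, read by eye, and the value here is 26.7%. The values lie within 1.5 times of each other with MULTIseqDemux (37.3%), at resolution 0.2 (54.6%, above the value of the paper) and with both cohorts clustered together (35.6%), and count as different under the other 5. With the Trem2/Apoe/C1q-like cells counted in the class, an alternative chosen after seeing the values, the shares are 11.3% in the isotype arm, 14.7% with anti–PD-1, 39.8% with anti-MIF and 24.9% with anti–PD-1/anti-MIF, within reach of all these values of the paper. The paper names Trem2/Apoe/C1q macrophages as a class of their own, and this setting drops that class.

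Among the myeloid cells of the long cohort, which are 1126 cells here and whose number the paper's text does not give, the paper shows about 17% in the isotype arm in Fig. 5C, read by eye, and the value here is 7.08%. With anti–PD-1 it shows about 20% in Fig. 5C, read by eye, and the value here is 4.02%. With anti–PD-1/anti-MIF it shows about 34% in Fig. 5C, read by eye, and the value here is 18.2%. No alternative set before the data were examined gave a value for these shares. With the Trem2/Apoe/C1q-like cells counted in the class, chosen after seeing the values, they are 14.2%, 14.4% and 24.3%, each within 1.5 times of the value of the paper, and 45.4% with anti-MIF. With MULTIseqDemux no myeloid cluster was named for the class, and the Trem2/Apoe/C1q-like cells alone, at 7.78%, 10.9% and 8.25% and at 19.4% with anti-MIF, count as different.

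The paper states that Bcl2a1b and Npm1 rose in this class in the anti-MIF groups. Over the 8 arms, Bcl2a1b had a log2 fold change of -0.04 and Npm1 one of 0.42, neither past the threshold in edgeR (adjusted p = 1). Both were higher with anti-MIF in both pairs of the long cohort, by 0.41 and 0.05 for Bcl2a1b and by 0.56 and 1.67 for Npm1. The paper's figures compare cells, and the test here compares arms. For C1qa and C1qb the paper describes a trend upward with anti-MIF. The log2 fold change here was 0.16 for C1qa and -0.01 for C1qb, the latter with -0.02 and 0.74 in the pairs of the long cohort.

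The paper states that genes of antigen processing and presentation were higher in Cd74/C1q/Aif1 macrophages and in Ccr7 dendritic cells. Over the list written here, 28 of 47 genes were higher in the class in the long cohort. The averaged list was lower in all 4 long arms, by -0.05 to -0.20 log2 units. It was higher in 2 of these arms with log2(CPM + 10), by 0.145 and 0.009, and in 1 of them without the MHC class II genes and Cd74, by 0.04. With only the dendritic-like cells left out of the comparison it was near 0, at -0.037, -0.015, -0.005 and -0.10. It was higher in all 8 arms as summed CPM, with a mean of 0.58, and in all 8 arms once the dendritic-like, the MHC class II-high unnamed and the proliferating cells were left out, an alternative chosen after seeing the values. In Ccr7 dendritic-like cells the averaged list was lower than in the other myeloid cells in 7 of 8 arms, with a mean of -0.31. Under alternatives chosen after seeing the values it was -0.14 with log2(CPM + 10), higher in 3 of 8 arms, and as summed CPM it was 0.21, higher in 7 of 8 arms, and 0.50 without the MHC class II genes and Cd74, higher in 8 of 8 arms, which is the direction of the paper. The list is not the KEGG set. Of the genes the paper names here, H2-DMa, H2-DMb1 and Ctss passed the threshold as higher, and Ctsb (-0.03), Ctsl (0.46) and Ifi30 (0.32) did not. Ifi30 was still higher in 4 of 4 arms and in all 12 alternatives. Ctsl passed as higher in 3 of 11 alternatives set in advance, each arm left out included, in the short cohort (0.62), with clusters and test on separate parts of the UMIs (0.91) and without the anti–PD-1/anti-MIF arm (0.67). Under the alternative chosen after seeing the values Ifi30 passed as higher, at 0.60, Ctsb passed as lower, at -0.82, and Ctsl turned to -0.39 without passing. The paper does not state whether its test took cells or sums per sample as replicates.

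The paper states that Ccr7 dendritic cells from anti-MIF-treated tumors expressed these genes more. The averaged list was highest with anti–PD-1/anti-MIF in the long cohort, at 8.29, but equal with anti-MIF and isotype, at 7.57, and the mean over 4 pairs was -0.19. The difference of anti-MIF against isotype depends on the score: it was 0.24 without the MHC class II genes and Cd74, where 3 of 4 pairs were higher and the mean was still -0.19, -0.19 with log2(CPM + 10) and -0.44 as summed CPM. As summed CPM without these 9 genes, chosen after seeing the values, 0 of 4 pairs were higher.

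The paper gives stronger outgoing Cxcl signals in Cd74/C1q/Aif1 macrophages and dendritic cells. Over the 18 ligand levels outside the S100a8/S100a9-led cells, 16 moved as the paper gives in the long cohort and 5 in the short cohort. The levels were taken from the paper's results on the same long arms. Cxcl ligand RNA had log2 ratios of -0.24 and -0.44 in the long cohort, the former -0.12 with an interval that includes 0 when scaled by TMM over the classes. RNA levels are not the paper's signaling strength. The paper also describes tumor cells, and no melanoma-like cluster was found here.

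The paper describes alike myeloid frequencies in the cohorts and refers to the long cohort on that ground. The myeloid share of the isotype arm was 55.4% in the long and 79.2% in the short cohort, and with anti–PD-1 54.5% and 70.5%, each with intervals that do not overlap. With anti-MIF it was 74.9% and 78.2% and with anti–PD-1/anti-MIF 67.3% and 73.7%, with intervals that overlap. The isotype intervals stayed apart under all 4 alternatives, the closest being 60.3% and 74.4% with no upper limit on genes. With that setting the anti–PD-1 arms had 64.9% and 67.4%, with intervals that overlap, the anti-MIF arms 81.9% and 75.0%, apart and with the long cohort higher, and all arms together 75.4% in the long and 70.8% in the short cohort. With the 5th hashtag in the clustering, chosen after seeing the data, the isotype arms had 61.3% and 79.1%, still apart, and the anti–PD-1 arms 64.9% and 70.4%, with intervals that overlap, as do those of all 4 arms together at 74.9% and 74.3%. With MULTIseqDemux and at the stricter hashtag quantile the intervals were apart in all 4 arms. The second cluster without a name was left out of the myeloid share. It held 13.5% of the anti–PD-1 arm in the long and 2.55% in the short cohort, and 5.88% and 5.50% of the isotype arm.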

Other observations

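The tests of hashtag demultiplexing, of depth within each cohort and of melanoma cells in this part were chosen after the result was seen. The test of depth over both cohorts was set out before it.

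The larger share of Cd74/C1q/Aif1-like cells with anti-MIF was weighed against technical sources. The anti-MIF arms of the long cohort held more UMIs per cell than their counterparts (9803 against 7372, and 8675 against 5985), and deeper cells could be named more easily. With every cell thinned to 2000 UMIs, the Cd74/C1q/Aif1-like and Trem2/Apoe/C1q-like cells together differed by 8.07 percentage points on average over 4 pairs, against 12.0 unthinned. This is above 0.5 of the unthinned value, which by the criterion set in advance speaks against depth. The criterion was set aside once the values were seen, because the cohorts moved apart, and over both cohorts an effect of depth cannot be told apart from one of treatment. For both classes together, the mean difference of the thinned cells in the long cohort was 20.7 points, which argues against depth as the whole source of that share. For the Cd74/C1q/Aif1-like cells alone it was 0.235 points there, with 4.45 and -3.98 in the pairs, against 19.9 and 11.0 unthinned. Thinning also moves cells between the 2 classes, so for the named class an effect of depth cannot be told apart from one of treatment. In the short cohort the thinned difference was -4.51 points for both together and -1.09 for the class alone. There the anti-MIF arms held slightly fewer UMIs per cell than their counterparts (6200 against 6300, and 5575 against 5661), so a deeper anti-MIF arm is not at hand, and the dependence of the clusters on depth keeps the question open. Uneven hashtag doublet removal between arms was tested with MULTIseqDemux, where the mean difference was 13.0 points, against 11.6, which by the criterion written for it speaks against this source. At the stricter hashtag quantile, both C1q-high classes together differed by only 2.27 points on average, higher in 2 of 4 pairs, but the largest long cluster got no name there, so the value mixes naming with doublet removal. Uneven doublet removal therefore cannot be told apart from an effect of treatment. Doublets within an arm carry a single hashtag, so neither setting tests whether they were uneven between arms. Since each arm is 1 sample, a difference between tumors stays open in the sequencing data beside an effect of the antibody. The paper's flow cytometry of this population was not examined here.

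A cluster of 27 cells in the long cohort was led by S100a8 and S100a9 and was named neutrophil-like. Were these cells of the injected melanoma line, Ptprc should be near 0 in them. Ptprc had 88 UMIs there, 1153 CPM, against 140 CPM in Ccr7 dendritic-like cells, the lowest of the clusters. Melanoma markers had 0 UMIs in the cluster and 2 UMIs, or 0.134 CPM, in all other cells, so they are uninformative. The Ptprc level argues against melanoma cells as the source of the cluster. With anti–PD-1/anti-MIF against anti–PD-1, on 6 and 8 of these cells, the log2 ratio was -1.21 for Ccl ligands, -1.61 for Cxcl ligands, 1.73 for Thbs ligands and 0.11 for Laminin ligands (2 UMIs in each arm). Nampt had 1 UMI against 11, a log2 ratio of -3.35 with a counting interval from -8.78 to -0.57.

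Clustered with the other arms, 64.9% of the cells of the 5th hashtag in the long cohort lay in 1 cluster without a name, which held 22.1% of the isotype arm. Its myeloid share was 88.2%, against 61.3% in the isotype arm. No explanation was tested.

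The RNA of Mif was at 921 CPM in Cd74/C1q/Aif1-like macrophages of the long cohort and at 1006 CPM in the short cohort. Inflammatory monocyte-like cells had 660 CPM in the long and 104.3 CPM in the short cohort. With anti-MIF in the class, Mif RNA had a log2 fold change of -0.04.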
